# A novel discovery of a long terminal repeat retrotransposon-induced hybrid weakness in rice

**DOI:** 10.1093/jxb/ery442

**Published:** 2018-12-20

**Authors:** Sadia Nadir, Wei Li, Qian Zhu, Sehroon Khan, Xiao-Ling Zhang, Hui Zhang, Zhen-Fei Wei, Meng-Ting Li, Li Zhou, Cheng-Yun Li, Li-Juan Chen, Dong-Sun Lee

**Keywords:** F_1_ hybrids, genome re-sequencing, gene expression profiles, hybrid weakness, *japonica*, LTR retrotransposon, polymorphism, rice (*Oryza sativa*)

## Abstract

Hybrid weakness is a post-zygotic hybridization barrier frequently observed in plants, including rice. In this study, we describe the genomic variation among three temperate *japonica* rice (*Oryza sativa* ssp. *japonica*) varieties ‘Aranghyangchalbyeo’ (‘CH7’), *‘*Sanghaehyangheolua’ (‘CH8’) and *‘*Shinseonchalbyeo’ (‘CH9’), carrying different hybrid weakness genes. The reciprocal progeny obtained from crossing any two varieties displayed characteristic hybrid weakness traits. We mapped and cloned a new locus, *Hwc3* (hybrid weakness 3), on chromosome 4. Sequence analysis identified that a long terminal repeat (LTR) retrotransposon was inserted into the promoter region of the *Hwc3* gene in ‘CH7’. A 4-kb DNA fragment from ‘CH7’ containing the *Hwc3* gene with the inserted LTR retrotransposon was able to induce hybrid weakness in hybrids with ‘CH8’ plants carrying the *Hwc1* gene by genetic complementation. We investigated the differential gene expression profile of F_1_ plants exhibiting hybrid weakness and detected that the genes associated with energy metabolism were significantly down-regulated compared with the parents. Based on our results, we propose that LTR retrotransposons could be a potential cause of hybrid weakness in intrasubspecific hybrids in *japonica* rice. Understanding the molecular mechanisms underlying intrasubspecific hybrid weakness is important for increasing our knowledge on reproductive isolation and could have significant implications for rice improvement and hybrid breeding.

## Introduction

Increased heterozygosity through wide hybridizations is generally favored in crops for superior qualities of traits and wider adaptability. Hybridization between diverse genomes generally generates an F_1_ generation with greater biomass and higher yield—a phenomena termed hybrid vigor or heterosis. However, in some cases hybrids between different species show defective development in terms of viability, fertility, and other phenotypic traits. Such defective hybrid characteristics are collectively called hybrid incompatibility and can be further subdivided into hybrid sterility, hybrid inviability, hybrid weakness, and hybrid breakdown, depending on the hybrid phenotype and underlying molecular mechanisms (Coyne and Orr, 2004; Bomblies and Weigel, 2007; Rieseberg and Willis, 2007; Koide *et al.*, 2008; Chen *et al.*, 2013; Yu *et al.*, 2018). These hybrid incompatibilities are the most important reproductive barriers for promoting the process of speciation (Johnson, 2008). Hybrid incompatibilities usually arise due to deleterious interactions between genes, chromosomal inversions, gene duplication, and transposons (Lynch and Force, 2000; Masly *et al.*, 2006; Kirkpatrick and Barton, 2006). Transposons are DNA fragments that have the ability to move from one position in the genome to another, causing mutations, and are divided into two categories (Wessler, 2006; Rebollo *et al.*, 2012), retrotransposons and DNA transposons. Retrotransposons are DNA fragments capable of copying themselves via an RNA intermediate, with the copy then moving into a new genomic position (Wessler, 2006). Retrotransposons are divided into long terminal repeat (LTR) and non-LTR retrotransposons, based on the presence of an LTR in their structure. Retrotransposons have been suggested to be involved in hybrid seed failure in interspecific *Arabidopsis* hybrids (Josefsson *et al.*, 2006). However, unlike the well-characterized roles of transposons in inducing hybrid incompatibility in the model organism *Drosophila* (Masly *et al.*, 2006; Chambeyron *et al.*, 2008), the involvement of transposons in causing hybrid incompatibility in plants is not yet well established.

Hybrid weakness, a form of hybrid incompatibility that appears at the post-embryonic stage during plant development, is frequently observed throughout plant taxa (Bomblies and Weigel, 2007). Hybrid weakness manifests itself through characteristic dwarfing of the F_1_ plants, chlorotic phenotype, stunted growth, necrotic tissues, defective root development, and partial or complete sterility (Bomblies and Weigel, 2007; Hannah *et al.*, 2007; Hatano *et al.*, 2012). Expression of hybrid weakness can lead to significant decreases in yield and even lethality and is thus a highly undesirable agronomic trait. Hybrid weakness in Asian rice (*Oryza sativa* L.) was first described in the 1950s (Oka, 1957). Subsequently, many genetic sources of hybrid weakness have been reported in rice crosses (Amemiya and Akemine, 1963; Chu and Oka, 1972; Okuno and Fukuoka, 1999; Ichitani *et al*., 2007, 2011; Fu *et al.*, 2013; Chen *et al.*, 2013, 2014). Hybrid weakness in monocots, especially in rice, is frequently reported (Koide *et al.*, 2008). However, the detailed mechanisms of hybrid weakness in rice are not yet fully understood. Few genes have been narrowed down to sufficiently small genomic intervals (Ichitani *et al.*, 2007, 2011; Kuboyama *et al.*, 2009). Two loci, *Hwi1* and *Hwi2*, consisting of three genes that cause hybrid weakness in an interspecific F_1_ hybrid between *O. sativa* and a wild rice *Oryza rufipogon* have been identified and cloned (Chen *et al.*, 2013, 2014). *Hwi1* consists of two genes encoding proteins with leucine-rich repeats that are receptor-like kinases, while *Hwi2* encodes a secreted putative subtilisin-like protease. The F_1_ hybrids appeared to have greater resistance response at higher temperatures (Chen *et al.*, 2014).

In addition to interspecific hybrid weakness, intrasubspecific hybrids may also show some degree of hybrid weakness, which is phenotypically similar to that observed in interspecific hybrids (Zhang, 2012; Fu *et al.*, 2013). Early studies suggested that *Hwc1* and *Hwc2* were two dominant complementary genes that, when occurring together in a hybrid background, conferred hybrid weakness (Amemiya and Akemine, 1963; Ichitani *et al.*, 2007). The *Hwc2* gene is found to be prevalent among temperate *japonica* rice cultivars but not among tropical *japonica* or *indica* varieties (Ichitani *et al.*, 2001). The *Hwc1* gene is rare and is reported to be present only in the Jamaica cultivar (Amemiya and Akemine, 1963; Ichitani *et al.*, 2001). Kuboyama *et al.* (2009) performed high-resolution mapping of *Hwc2*, narrowing the area of interest down to 19 kb, and identified five cDNAs in this region on the long arm of chromosome 4. Ichitani *et al.* (2007) performed linkage analysis and fine mapped *Hwc1* to a 60 kb region on the long arm of chromosome 1.

This study endeavored to provide a comprehensive genetic and functional analysis of hybrid weakness in rice. We describe an intrasubspecific hybrid weakness in F_1_ plants derived from the *japonica* rice varieties ‘Aranghyangchalbyeo’ (‘CH7’), ‘Sanghaehyangheolua’ (‘CH8’), and ‘Shinseonchalbyeo’ (‘CH9’) carrying different hybrid weakness genes (Wei, 2013). We observed that F_1_ hybrids produced from reciprocal crossing between any two of these plants exhibited the hybrid weakness phenotype. The plant material studied showed significant genomic variation. In our previous studies, we had reported that ‘CH8’ contained the rare hybrid weakness gene *Hwc1* (Zhang, 2012). In the present study, we identified and cloned a new locus, *Hwc3*, in ‘CH7’ that induced the expression of hybrid weakness in *japonica* rice hybrids. We suggest that the intrasubspecific hybrid weakness observed in the reciprocal hybrids in our study might be due to the interaction of three genes, *Hwc1*, *Hwc2*, and *Hwc3*. Taken together, our results suggest the possible involvement of retrotransposons in the expression of hybrid weakness in *japonica* rice hybrids. These studies will not only improve our understanding of reproductive isolation but will also assist in developing new strategies for crop improvement.

## Materials and methods

### Plant material

Three temperate *japonica* rice (*O. sativa* ssp. *japonica*) varieties ‘Aranghyangchalbyeo’ (‘CH7’, white pericarp, aromatic, and waxy type), ‘Sanghaehyangheolua’ (‘CH8’, purple pericarp, aromatic, and waxy type) and ‘Shinseonchalbyeo’ (‘CH9’, white pericarp and waxy type) carrying different hybrid weakness genes were used in this study. ‘LiyuB’, a wild-type *japonica* rice, was used as the control plant. Reciprocal crosses among ‘CH7’, ‘CH8’ and ‘CH9’ were performed to generate six F_1_ hybrid genotypes (‘CH7/CH8’, ‘CH8/CH7’, ‘CH7/CH9’, ‘CH9/CH7’, ‘CH8/CH9’, and ‘CH9/CH8’).

### Phenotypic characterization of hybrid weakness

In order to characterize the phenotype of hybrid weakness, quantitative analysis of important traits, namely plant height, root length, panicle length, and panicle number per plant, was conducted using 10 mature replicate plants of each of ‘CH7’, ‘CH8’, ‘CH9’, and their eight F_1_ hybrids. Plant height of seedlings was recorded at 3-d intervals starting from 3 d after transplantation to 60 d after transplantation. Plant height was measured as the distance from the basal nodes to the uppermost tips of the leaf blades and/or panicles. For root length measurements, 10 mature plants from each line at the 3-leaf stage were removed from the soil and the root length was measured (cm) for a period of 7 d. Panicle length was measured as the average value from the panicle neck to the panicle tip based on an evaluation of three panicles from each of 10 mature plants from each line at the maturity stage. To check the significance of results, the data were analysed by employing Prism 6.0 using one-way-ANOVA.

### Preparation of binary constructs and rice transformation

To prepare the constructs for complementation tests, a 2-kb fragment, designated AT70 and consisting of the LTR retrotransposon, and a 4-kb fragment, designated AT71 and consisting of the LTR retrotransposon and the *Hwc3* gene promoter and gene, were amplified using primers *Hwc3a* F/R and *Hwc3*b F/R (Supplementary Table S1 at *JXB* online). PCR was performed with an initial denaturation step of 3 min at 95 °C, with two PCR cycles (1 min at 94 °C, 1 min at 55 °C, and 4 min at 72 °C) followed by 33 PCR cycles (1 min at 94 °C, 1 min at 62 °C, and 4 min at 72 °C) and a final extension step at 72 °C for 10 min. The amplified products were separated by electrophoresis on a 0.8% (w/v) agarose gel stained with ethidium bromide. The amplified fragments were cloned into the HPE-203 binary vector to generate binary constructs. These constructs were transformed into *Agrobacterium tumefaciens* strain EHA105 and were used for transformation of ‘CH8’ embryogenic callus, with transgenic plants being generated.

### RNA extraction and RT-PCR analysis

To confirm the presence of the *Hwc3* candidate gene and to examine its expression pattern, RT-PCR analysis was performed on samples from the parental lines and F_1_ plants. Fresh leaf samples at tillering stage were taken from the plants and the total RNA was extracted using the TRNzol reagent (TRNzol, TianGen Biotech Co. Ltd, Beijing, China). The cDNAs were synthesized (RevertAid First Strand cDNA Synthesis Kit, Thermo Fisher Scientific, MA, USA) from 2 mg total RNA, according to the manufacturer’s protocol. The cDNA primers for the genes were designed using Primer-BLAST software (https://www.ncbi.nlm.nih.gov/tools/primer-blast/). The primers for RT-PCR are listed in Supplementary Table S1. RT-PCR was performed with the initial denaturation step of 3 min at 95 °C, followed by 30 RT-PCR cycles (20 s at 94 °C, 20 s at 58 °C, and 20 s at 72 °C) and a final extension step at 72 °C for 7 min. The amplified products were separated on 1% (w/v) agarose gel stained with ethidium bromide. The rice actin gene (*ACT1*) was used as an internal control to normalize the expression of the tested genes. Gel imaging and documentation was performed using the Gel Doc™ XR molecular imager (Bio-Rad, CA, USA).

### Bioinformatics analysis and characterization of the *Hwc3* candidate gene

The *Hwc3* gene was annotated according to the full-length cDNA sequence on the NCBI database. Sequence similarity was analysed using the BLAST program (http://www.ncbi.nlm.nih.Gov/ BLAST/) provided by the NCBI website. The promoter sequences were analysed through the Plant CARE database (http: bioinformatics. psb.ugent.be/webtools/plant care/html/). Protein homology was performed using BLASTp databases and a phylogenetic tree was constructed with ClustalW software (https://www.ebi.ac.uk/Tools/msa/clustalo/) using the neighbor-joining method.

### Whole genome re-sequencing

Total genomic DNA was extracted from a leaf sample following a modified CTAB method (Doyle and Doyle, 1990). DNA degradation and contamination were monitored on 1% agarose gels. DNA purity was checked using the NanoPhotometer® spectrophotometer (Implen, CA, USA). DNA concentration was measured using the Qubit® DNA Assay Kit in a Qubit® 2.0 Fluorometer (Life Technologies, CA, USA). A total amount of 1.5 µg gDNA per sample was used for library preparation. Libraries were generated using the TruSeq Nano DNA HT Sample Preparation Kit (Illumina, CA, USA) following the manufacturer’s recommendations. Briefly, the DNA sample was fragmented by sonication to a size of 350 bp, then the DNA fragments were end-polished using T4 DNA polymerase, A-tailed, and ligated with the full-length adapter (Illumina, CA, USA) for Illumina sequencing with further PCR amplification. Finally, PCR products were purified and libraries were analysed for size distribution using an Agilent 2100 Bioanalyzer (Agilent Technologies, CA, USA) and quantified using real-time PCR. The genomic re-sequencing was conducted by CapitalBio Technology (Beijing, China) to generate filtered paired-end 100-bp-long reads using the Illumina HiSeq 2000 platform. The raw data were processed using FastQC software (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The filtered paired-end reads were mapped to the *Oryza sativa* ‘Nipponbare’ reference genome using the Burrows–Wheeler alignment (BWA) tool with default parameters (Li and Durbin, 2009). The aligned reads in the SAM (Sequence Alignment/Map) file were sorted using SortSam (Picard tools v1.118, http://broadinstitute.github.io/picard/), and the sorted SAM file was converted to a BAM file (binary version of SAM file) for variant calling using VarScan software (http://varscan.sourceforge.net). Single nucleotide polymorphisms (SNPs) and insertions/deletions (InDels) (<50 bp) were calculated and identified with snpEff-4.1 software (Cingolani *et al.*, 2012). Re-sequencing data have been submitted to the SRA repository. The SRA accession number is PRJNA488896.

### Microarray analysis

Three biological replicates (each consisting of total RNA from an independent plant) for each line extracted at the tillering stage were selected for microarray analysis. Total RNA extraction, cDNA and labelled cRNA synthesis and Affymetrix expression GeneChip hybridization were conducted by CapitalBio Technology. Arrays were scanned on an Affymetrix GeneChip scanner 3000 (Thermo Fisher Scientific). Data were normalized using the Robust Multi-Array Average (RMA) algorithm, which included quantile normalization and background subtraction. Differentially expressed genes were identified using SAM, at the reliability threshold (*q*-value)≤5% combined with standard-fold difference for gene screening with a fold-change≥2 (up-regulation) or ≤−2.0 (down-regulation). Gene description was recorded from NCBI BLAST (https://www.ncbi.nlm.nih.gov/) and Uniprot (http://www.uniprot.org/). The microarray records have been submitted to the NCBI database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE119431) and assigned GEO accession numbers as GSE119431.

## Results

### Characterization and inheritance of hybrid weakness in *japonica* rice hybrids

F_1_ progeny obtained from all the reciprocal crosses were inferior compared with their parents with respect to all traits (Fig. 1A–C). The hybrid weakness symptoms started to appear 5 d after transplantation and became more obvious at the tillering stage. Morphological analysis showed that hybrid plants were weak, pale yellow (chlorotic), of short stature, and with wilted leaves. The overall growth of the F_1_ plants was very slow. At the seedling stage, seedling height in all the studied hybrids was significantly less than that of the parents (Fig. 1D). Compared with the parents, root development in the hybrid plants was very severely affected in terms of root number as well as morphology, and was very clearly weaker than that of the corresponding parents in all the studied hybrids (Fig. 1E). The majority of the plants that developed hybrid weakness symptoms died before reaching the adult stage, while those plants that did reach maturity produced few tillers. Important agronomic traits, namely tiller number, panicle number, and panicle length in the F_1_ plants exhibiting hybrid weakness, were significantly reduced compared with their parent plants (Fig. 2).

**Fig. 1.**
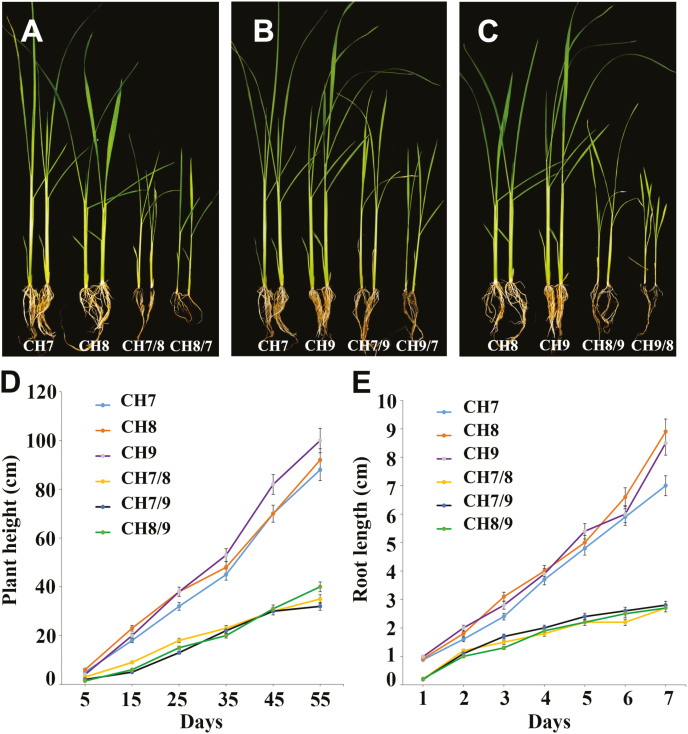
Morphological and phenotypic characterization of hybrid weakness. (A–C) Morphological evaluation of hybrid weakness in ‘CH7’, ‘CH8’, and the reciprocal hybrid ‘CH7/8’ and ‘CH8/7’ F_1_ hybrid plants (A), ‘CH7’, ‘CH9’, and the reciprocal hybrid ‘CH7/9’ and ‘CH9/7’ F_1_ hybrid plants (B), ‘CH8’, ‘CH9’, and the reciprocal hybrid ‘CH8/9’ and ‘CH9/8’ F_1_ hybrid plants (C) at 30 d after transplantation. (D) Plant height comparison of the parental plants and their hybrid weakness F_1_ progeny at the seedling and tillering stages. (E) Root length comparison of the parental plants and their F_1_ hybrids with hybrid weakness at the seedling stage. Data points in (D, E) represent the mean ±SE. (This figure is available in color at *JXB* online.)

**Fig. 2.**
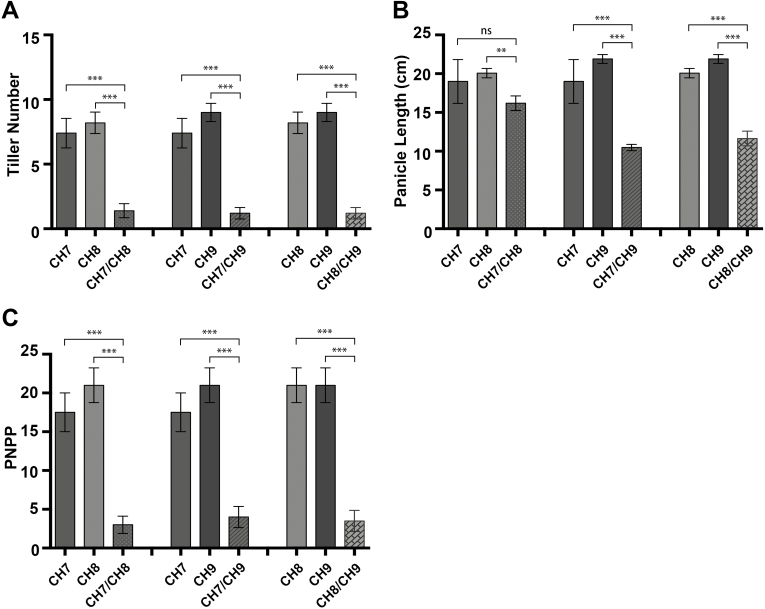
Comparison of yield components in the parents and their F_1_ progeny exhibiting hybrid weakness at the maturity stage. Comparison of tiller number (A), panicle length (B) and panicle number per plant (PNPP) (C) between parents and their F_1_ exhibiting hybrid weakness. Significant difference determined by the one-way-ANOVA: **P<0.01, ***P<0.001; ns, *P*>0.05).

### Genome re-sequencing and variant discovery

Because the three *japonica* rice varieties used in this study were obtained from different geographic regions, it might be expected that the genetic differences among them would be considerable. To test this, we generated a catalog of sequence variants using whole-genome Illumina next-generation sequencing data. The raw data were filtered and mapped to the *O. sativa* ‘Nipponbare’ reference genome (Supplementary Table S2). In some parallel experiments, the three hybrid weakness plants ‘CH7’, ‘CH8’, and ‘CH9’ were crossed with *japonica* wild-type rice ‘LiyuB’. The results (Zhang, 2012) showed no hybrid weakness in the F_1_ plants, which indicated that ‘LiyuB’ does not possess a hybrid weakness gene. Therefore, ‘LiyuB’ was used as a positive control plant. Sequencing results showed that ‘CH7’, ‘CH8’, ‘CH9’, and ‘LiyuB’ produced 123792816, 142658002, 124915310, and 131997874 million reads, respectively, with a mean depth coverage of 30×. Furthermore, in ‘CH7’, ‘CH8’, ‘CH9’, and ‘LiyuB’, 93.82%, 94.06%, 93.88%, and 93.98%, respectively, of the total bases produced high-quality scores (Q30). The genetic variation among the three *japonica* rice parents, ‘CH7’, ‘CH8’, and ‘CH9’, was individually identified using Samtools. We identified a total of 574 551 polymorphic sites including 487 964 SNPs and 86 587 InDels in ‘CH7’, a total of 1 026 428 polymorphic sites including 874 667 SNPs and 151 761 InDels in ‘CH8’, and a total of 792 465 polymorphic sites including 685 118 SNPs and 10 747 InDels in ‘CH9’. These findings revealed a remarkably high density of molecular polymorphisms among each of the three studied lines. According to their position with respect to genes, SNPs and InDels were divided into different types such as upstream, downstream, intergenic, intron, and exon. The results also indicated that the distribution of SNPs and InDels was mainly in the downstream, exon, intron, intergenic, splice_site_acceptor, splice_site_donor, splice_site_region, transcript, upstream, UTR_3_prime and UTR_5_prime locations (Supplementary Tables S3, S4), and their proportions were very similar in all three parental materials (Supplementary Fig. S1A, B). These regions of the genes are mainly involved in the regulation of gene expression and we speculate that these changes might be involved in changes in gene expression profiles.

### Physical linkage map at the *Hwc3* locus and prediction of the *Hwc3* candidate gene

In this study, a physical linkage map was developed for the locus, based on the previous mapping and sequencing results (Yang, 2005; Wei, 2013). A sequence-tagged site (STS) marker C11112 and a cleaved amplified polymorphic sequence (CAPS) marker C1016 were used for fine mapping around the *Hwc3* locus. The *Hwc3* locus was located between the two DNA markers, RM3687 and RM5473 (Fig. 3A). The target region was narrowed down to 14 kb, and four candidate genes were identified between the markers KGC4M10 and KGC4M20, approximately 53 kb apart from *Hwc2*, as previously reported by Kuboyama *et al.* (2009) (Fig. 3A). In order to predict the candidate genes for *Hwc3*, expression analysis of the genes was studied by RT-PCR. The results indicated that only gene *Os.89494* was not expressed in ‘CH7’, ‘CH8’, and ‘CH9’ (Fig. 3B). For further molecular studies of hybrid weakness, we confined our research to ‘CH7’, ‘CH8’, and their F_1_ hybrid. Sequence analysis of this mapped region in ‘CH7’ and ‘CH8’ was performed. The results revealed that the mapped region showed significant variation between ‘CH7’ and ‘CH8’. The sequence analysis of ‘CH7’ at the *Hwc3* locus showed that an approximately 1775 bp region was deleted in the ‘CH8’ genome (Supplementary Fig. S2). A 1740 bp retrotransposon flanked at its ends by a 103 bp LTR was inserted into the promoter part of gene *Os.89494* in ‘CH7’ (Fig. 3D), while this insertion was not detected in ‘CH8’. A BLAST search showed that this sequence was found only in the temperate *japonica* rice varieties and was mostly absent from tropical *japonica* and *indica* rice varieties. Since transposon insertions are known to affect transcriptional regulation, the insertion of a LTR retrotransposon may affect the expression of adjacent genes. In order to verify the role of this gene (*Os.89494*) and the detected polymorphism at the *Hwc3* locus in inducing hybrid weakness, we analysed the gene expression pattern of the mapped genes at the *Hwc3* locus. Results showed that the two genes, *Os.69469* and *Os.51535*, showed expression in ‘CH7’ and ‘CH8’, as well as in the F_1_ hybrid (Fig. 3C). Strikingly, the gene *Os.89494* was expressed in the F_1_ hybrid, which showed hybrid weakness, but not in either of the parents (Fig. 3C). Since the parental line that did not show gene expression grew and developed normally, our results suggested that hybrid weakness in the F_1_ hybrid might be induced by the expression of this gene. Hence, we speculated that *Os.89494* could be the candidate gene for the *Hwc3* locus.

**Fig. 3.**
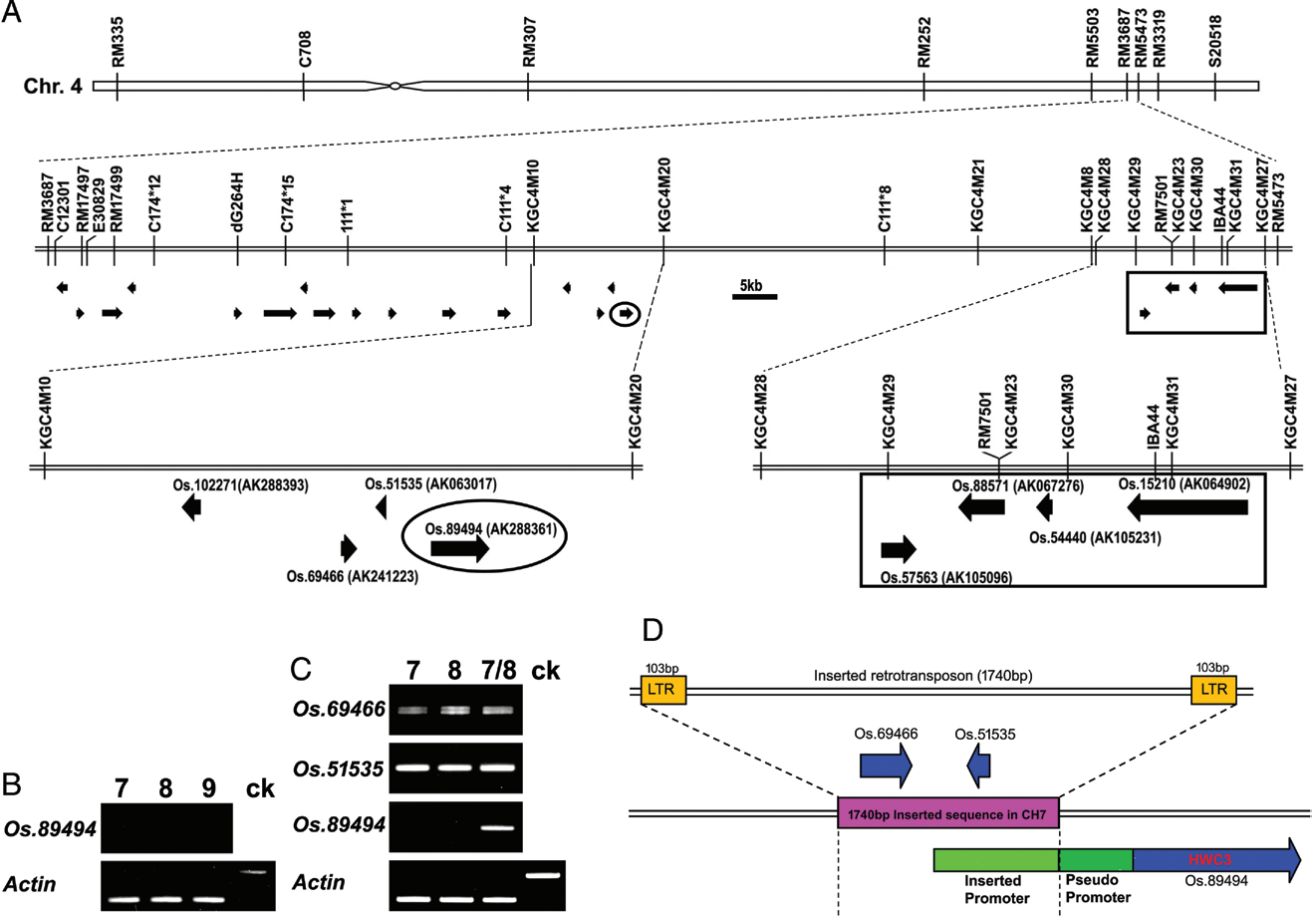
Genetic characterization of hybrid weakness. (A) Physical mapping of *Hwc3* on rice chromosome 4. Approximate location of the RM3687 and RM5473 DNA markers used for recombinants around the *Hwc*2 locus. The square denotes the *Hwc2* locus reported by Kuboyama *et al.* (2009). The circle represents the candidate *Hwc3* gene *Os.89494*. (B) RT-PCR analysis of the candidate *Hwc3* gene, where 7 represents the cDNA of ‘CH7’, 8 represents the cDNA of ‘CH8’, 7/8 represents the cDNA of ‘CH7/8’ F_1_ hybrid and ck represents the genomic DNA of ‘CH7’. The *Actin* gene was used as the internal control to normalize gene expression. (C) Gene expression analysis at the *Hwc3* locus, where 7 represents the cDNA of ‘CH7’, 8 represents the cDNA of ‘CH8’, 7/8 represents the cDNA of ‘CH7/8’ F_1_ hybrid and ck represents genomic DNA of ‘CH7’. (D) Genomic organization at *Hwc3* locus in ‘CH7’ and ‘CH8’. (This figure is available in color at *JXB* online.)

### Complementation test

In order to verify that the gene at the *Hw*c*3* locus is the hybrid weakness gene, we performed a complementation test. A 2-kb fragment (designated AT70), which contained the retrotransposon together with the flanking LTR, and a 4-kb fragment (AT71), which contained the LTR retrotransposon, the promoter part and the gene *Os.89494* (Fig. 4A), were amplified from the ‘CH7’ genome. The fragments were cloned into a plant transformation binary vector, HPE203, and the constructs were used to transform ‘CH8’. Overall, 12 and 16 independent T_0_ transgenic plants were obtained from AT70 and AT71, respectively. We observed that 80% of the transgenic plants carrying AT71 exhibited the hybrid weakness phenotype, while plants carrying AT70 grew normally (Fig. 4B). This indicated that the hybrid weakness in the transgenic plants was associated with only AT71 and not with AT70, suggesting that the gene *Os.89494* was able to induce the weakness syndrome in ‘CH8’ only when the LTR retrotransposon was inserted, and that, without the LTR retrotransposon, *Os.89494* could not induce hybrid weakness, as depicted in the postulated model of hybrid weakness (Fig. 4C). Previously, Zhang (2012) had detected that the ‘CH8’ genome carried the rare hybrid weakness gene *Hwc1*. As the parental line carrying only *Hwc1* or *Hwc3* could grow and develop normally, it is suggested that the hybrid weakness observed in the F_1_ hybrids derived from ‘CH7/CH8’ resulted from the complementary action of two genes as previously reported (Chen *et al.*, 2014). We further considered that the insertion of the LTR retrotransposon into the promoter part of the *Hwc3* gene was transcribed by the transcriptional regulator, *Hwc1*, present in the ‘CH8’ genome. Although further experiments are needed to elucidate how genomic DNA from ‘CH8’ (*Hwc1*) induces the expression of *Hwc*3, our results preliminarily demonstrate that hybrid weakness in intrasubspecific *japonica* hybrids may be associated with a two-locus interaction. As the candidate *Hwc3* gene is generally not expressed under normal conditions, we speculate that the activation and expression of this gene are responsible for the hybrid weakness phenotype.

**Fig. 4.**
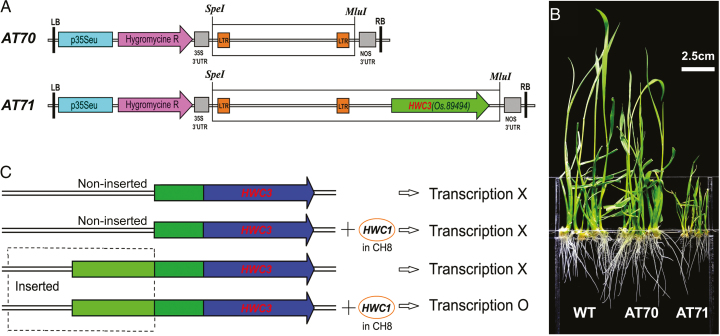
Genetic complementation and postulated model of hybrid weakness. (A) AT70 and AT71 segments derived from ‘CH7’ used for complementation tests. (B) Independent transformants carrying AT70 and AT71 fragments in ‘CH8’ induced the expression of hybrid weakness. ‘LiyuB’ was used as the wild-type. Each line was represented by five independent transgenic plants. (C) Postulated model for *Hwc1*–*Hwc3* interaction leading to hybrid weakness in ‘CH7/8’ F_1_ hybrid, where X represents no transcription of the *Hwc3* gene and O represents transcription activation of the *Hwc3* gene due to the inserted promoter and transcription activator *Hwc1* in the ‘CH8’ genome. (This figure is available in color at *JXB* online.)

### The candidate gene of *Hwc3* encodes a leucine-rich repeat protein

*Hwc3* (*Os.89494*, *AK288361*) is 1341 bp. The candidate gene encodes a protein of 446 residues with 10 leucine-rich conserved domains (Supplementary Fig. S3). Apart from the leucine-rich repeats (LRR), no other functional domain was found in the gene. Protein homology analysis search by BLASTp showed that the *Hwc3* protein shared high sequence similarity with *XA1*, the bacterial rice blast*-*resistance protein from *O. sativa* (Supplementary Fig. S4). Analysis of the promoter region via Plant CARE software indicated the presence of eight *cis*-acting regulatory elements related to various physiological and metabolic processes. These include Skn-1, meristem specific activation, TATA box, and CAAT-box (Supplementary Table S5).

### Differential gene expression related to hybrid weakness

To obtain a global picture of gene expression changes that occurred in the F_1_ hybrids exhibiting the characteristic hybrid weakness phenotype, we performed two independent microarray analysis. 

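Total RNA of plants at tillering was hybridized to 12 Affymetrix GeneChip arrays. There were 2 arrays for each of the parents ‘CH7’, ‘CH8’ and ‘CH9’ and for each of the F_1_ hybrids ‘CH7/8’, ‘CH7/9’ and ‘CH8/9’. The paper gives 3 plants per line, each the source of 1 RNA sample, and its heat map shows 2 arrays per line (Supplementary Fig. S5C). All 12 arrays were used here. The methods name RMA with quantile normalization, whereas the submitters' notes name MAS5, and the version is not given in the sources used here. The deposited values were intensities on a linear scale, from 1.58 to 4035. The median of an array lay between 10.9 and 12.4. Which of the 2 algorithms produced them is not known. Replicate arrays correlated at r = 0.983 in ‘CH7’, 0.970 in ‘CH8’, 0.984 in ‘CH9’, 0.966 in ‘CH7/8’, 0.969 in ‘CH7/9’ and 0.981 in ‘CH8/9’, over all probe sets on the log2 scale. Replicates were not always the closest arrays. ‘CH8’ replicate 1 correlated at 0.982 with ‘CH8/9’ replicate 1, and ‘CH7/9’ replicate 1 at 0.983 with ‘CH7’ replicate 1. These correlations are across probe sets, which are not independent replicates. No pair of arrays was a duplicate deposit. The values were taken to log2 without a pseudocount, and a mean per line was fitted with limma over the 12 arrays. A probe set was called at an adjusted p of at most 0.05 and a change of at least 2-fold, the paper's thresholds. All 54922 probe sets were tested. Of these, 24080 had 1 gene in the platform annotation, 95 had several and 30747 had no listed gene. A gene with a name of its own was listed for 2761 probe sets. In simulated data with the same number of arrays, 90.2% of probe sets changed 4-fold in ‘CH7/8’ were called against ‘CH7’, and 29.9% of those changed 2-fold. The simulation gave all lines the same spread, whereas the real lines varied unequally, so these shares may be too high for ‘CH7/8’. Beyond this, the number of arrays limits the precision.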

Three biological replicates were used for each sample. These Affymetrix GeneChip arrays target 44 104 genes in the material studied. Putatively, differentially expressed genes involved in the hybrid weakness phenotype were identified by the following selection criteria: (i) statistically significant differences in gene expression were detected in both datasets; and (ii) the average of the fold-ratio change in expression level was greater than 2.0 or less than −2.0. The number of significantly differentially expressed genes was 443. 

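Cell wall genes were among the named genes that differed between ‘CH7/8’ and ‘CH7’. The cellulose synthase genes *CESA4*, *CESA8* and *CESA9*, the expansin-like gene *EXLA2* and a gene listed as *cellulase* were higher in the hybrid. The glucanase gene *GLU2*, the glucosidase gene *BGLU28* and *OsPAE1* were higher as well, as were the kinesin gene *KIN14H*, the auxin-response gene *IAA3* and the protein kinase gene *CIPK33*. No named gene was called lower than in ‘CH7’. Each of these genes was also higher in both ‘CH8’ arrays than in both ‘CH7’ arrays. The log2 difference was 3.55 for *CESA4* (standard error 0.48, adjusted p = 0.031 from limma), 3.03 for *CESA9* (0.41, adjusted p = 0.031) and 2.75 for *CIPK33* (0.31, adjusted p = 0.011). For the other 8 genes it ranged from 1.43 in *OsPAE1* to 2.39 in *KIN14H*. Against ‘CH8’, the only named gene called was *NAAT1*, of iron uptake, which was higher in the hybrid by 4.10 (standard error 0.54, adjusted p = 0.035). These 12 genes were chosen after their values were seen. Over all probe sets, 89 were higher and 36 lower in ‘CH7/8’ than in ‘CH7’, and 43 were higher and 15 lower than in ‘CH8’. At least 1 of the 2 comparisons called 170 probe sets. At an unadjusted p under 0.05, 6564 differed from ‘CH7’ and 3658 from ‘CH8’. Of the 11 genes called against ‘CH7’, 1 and 2 stayed called when ‘CH7’ replicate 1 or 2 was left out, 11 without ‘CH7/8’ replicate 1, 6 without ‘CH7/8’ replicate 2, and 7 or 8 without an array of another line. Without ‘CH7’ replicate 1, *KIN14H* was the gene still called (adjusted p = 0.0414 from limma). The difference of *CESA4* was then 3.87 (adjusted p = 0.137) and that of *CIPK33* 2.35 (adjusted p = 0.0938). Without ‘CH7/8’ replicate 1, that of *NAAT1* was 3.94. *NAAT1* was no longer called with array weights (adjusted p = 0.068 from limma) or when only the arrays of the lines compared were fitted (0.257). It also lost its call without any single array other than those of ‘CH8/9’. Of the 11 genes called against ‘CH7’, 0 stayed called on the arrays of the lines compared, and 9 with the replicate number as a block. The count against ‘CH7’ was 21 without ‘CH7’ replicate 1 and 1121 without ‘CH7/8’ replicate 1.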

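The mean of the ‘CH7/8’ arrays lay between the parents at most probe sets called between ‘CH8’ and ‘CH7’, although the arrays themselves differed. *NAAT1* was high in ‘CH7’, low in ‘CH8’ and intermediate in the hybrid, and *CIPK33* ran the other way. *CESA4* and *CESA9* were low in ‘CH7’ and close to the ‘CH8’ level in the hybrid. The mean log2 intensity of *NAAT1* was 9.82 ± 0.17 (SD, n = 2 arrays) in ‘CH7’, 8.74 ± 0.23 in ‘CH7/8’ and 4.64 ± 0.37 in ‘CH8’. That of *CIPK33* was 3.93 ± 0.57, 6.68 ± 0.34 and 7.66 ± 0.50 in the same order. *CESA4* stood at 4.43 ± 0.46 in ‘CH7’, 7.98 ± 0.90 in ‘CH7/8’ and 8.37 ± 0.27 in ‘CH8’. *CESA9* stood at 2.88 ± 0.11, 5.91 ± 0.78 and 5.97 ± 0.33. Of the 2024 probe sets called between the parents, ‘CH7/8’ replicate 1 lay between their means at 1924 and ‘CH7/8’ replicate 2 at 1708, with 271 beyond ‘CH8’. A choice of probe sets with parents far apart favours such positions, and the count was not made for another line. No probe set was called by limma in the same direction against both parents. There were 304 that differed from both in the same direction at an unadjusted p under 0.05, and 20 higher and 27 lower among them reached 2-fold. A count of 0 was also obtained by SAM, whose lowest q with 2 arrays per line is set by its 6 permutations, and by least squares without eBayes. Of the 13 probe sets called against both parents, all lay between them. Without ‘CH7/8’ replicate 2, 9 probe sets were called in the same direction. In simulated data, 87.8% of probe sets changed 4-fold against both parents were recovered, and 19.1% of those changed 2-fold. The simulation gave all lines the same spread, whereas the ‘CH7/8’ arrays differed most (replicate SD 0.381, against 0.267 in ‘CH7’). The real recovery may therefore be lower, and the count of 0 does not exclude 4-fold changes. The comparisons share the ‘CH7/8’ arrays, and with no effect the simulated overlap was 0. The log2 differences from ‘CH7’ and from ‘CH8’ had a correlation of −0.150 across probe sets, against 0.503 simulated from the shared arrays alone. Their covariance was −0.0265, against 0.0427 simulated. The simulated lines had the same mean, whereas the real parents differed, and a difference between the parents lowers both values. The contrast with the simulation therefore says nothing about changes beyond both parents. Independent lists of these sizes would share 0.0697 higher and 0.00983 lower probe sets.

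**Figure D1:**
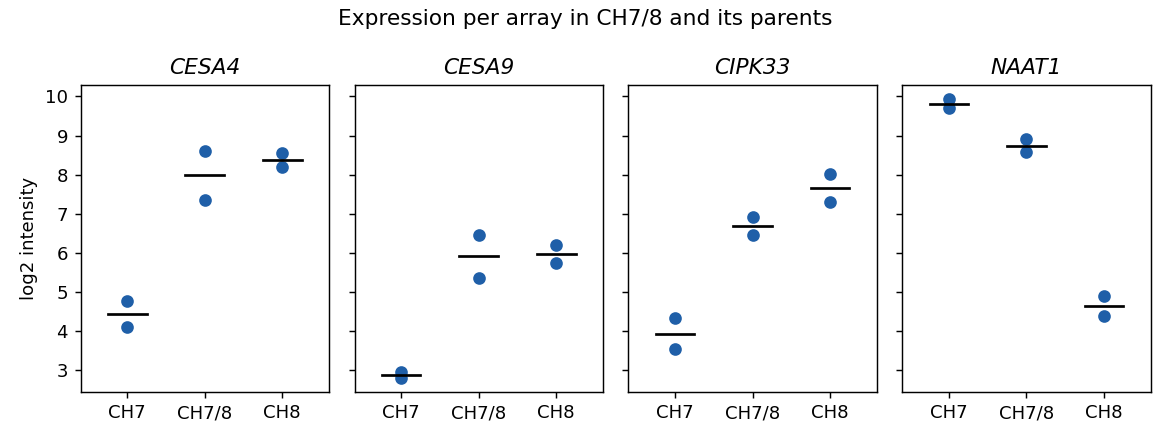
Log2 intensity of *CESA4*, *CESA9*, *CIPK33* and *NAAT1* (y axis) on each array of ‘CH7’, ‘CH7/8’ and ‘CH8’ (x axis). Points are arrays and bars are the mean of 2 arrays. The mean of ‘CH7/8’ lies between the parents in each panel.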

Comparing the expression of these genes, our dataset indicated that transcript levels of 184 genes exhibited differential expression in the ‘CH7/CH8’ hybrid compared with either parent. Only those genes whose expression level showed a fold-ratio greater than +3.0 or less than −3.0 are listed in Table 1. 

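An entry of Table 1 without a known function, *LOC4351689*, was higher in ‘CH7/8’ than the mean of its parents. Another such entry, *LOC9272107*, was lower. The signed fold against the mid-parent was 3.21 for *LOC4351689* (adjusted p = 1.00 from limma) and −1.15 for *LOC9272107* (adjusted p = 1.00), so neither was called. The fold of *LOC4351689* was 1.99 without ‘CH8’ replicate 1 and 5.20 without ‘CH8’ replicate 2. Both kept their direction against ‘CH7’, at folds of 14.7 and −1.79, and both had the opposite direction against ‘CH8’, at −1.43 and 1.36. The log2 intensity of *LOC4351689* was 2.74 ± 0.59 (SD, n = 2 arrays) in ‘CH7’, 6.62 ± 0.27 in ‘CH7/8’ and 7.14 ± 1.97 in ‘CH8’. With parents this far apart, their mean on the log2 scale lies below their linear mean, which raises the fold against the mid-parent. The log2 intensity of *LOC9272107* was 8.79 ± 1.87 in ‘CH7’ and 7.94 ± 0.78 in ‘CH7/8’. The spread between the arrays of a parent exceeded the difference in *LOC9272107*, and its direction reversed without ‘CH7’ replicate 2 or without ‘CH7/8’ replicate 2. These 2 entries were matched by accession, and the study chose them on these samples. A match by symbol and chromosome, made after the annotation was seen, added *FOR1* at a fold of 1.25 (adjusted p = 1.00) and *ZIP5* at 1.03 (adjusted p = 1.00), neither of them called. *FOR1* had a fold of 2.64 against ‘CH7’ and −1.69 against ‘CH8’, and *ZIP5* had −1.06 and 1.13. The mean log2 intensity of *ZIP5* was 2.31 in ‘CH7’, 2.05 in ‘CH8’ and 2.23 in ‘CH7/8’, below the first quartile of their arrays, so its folds carry little information. The other entries carry cluster identifiers that the annotation used here does not list, and are not analysed here.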

Supplementary Fig. S5 shows a scatter plot graph and a heat map of expression-distribution patterns of differentially expressed genes after microarray hybridization with labeled cDNA probes obtained from mRNA of the studied materials. 

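The parents differed from each other far more than the hybrid differed from either. In ‘CH8’, *CESA4*, *NCED3*, *CIPK33*, *KIN13B* and *HOX24* had the largest increases over ‘CH7’ among named genes. *NAAT1*, *PDX12*, *OsbZIP08*, *AMT3-3* and *HAK5* had the largest decreases. These log2 differences ran from 3.70 in *HOX24* to 3.94 in *CESA4* (adjusted p = 0.0043 from limma), and from −2.69 in *HAK5* to −5.17 in *NAAT1* (adjusted p = 0.0020). Over all probe sets, 873 were higher and 1151 lower in ‘CH8’ than in ‘CH7’. The mean of ‘CH7/8’ lay between the parents in 1959 of these 2024 (96.8%). These probe sets were chosen for a difference between the parents on the same arrays. A high share can arise from that choice, and no other line was counted at them. At 490 probe sets that separated both ‘CH8’ arrays from the ‘CH7’ and ‘CH9’ arrays by at least 2-fold, each array was given a position from 0 (the ‘CH7’ mean) to 1 (the ‘CH8’ mean). The median position was 0.352 for ‘CH7/8’ replicate 1 and 0.599 for ‘CH7/8’ replicate 2. At 562 probe sets that separated ‘CH7’ from ‘CH8’ and ‘CH9’ in the same way, the position towards ‘CH7’ was 0.482 for ‘CH7/8’ replicate 1 and 0.0415 for ‘CH7/8’ replicate 2 (bootstrap over probe sets, 95% interval −0.0135 to 0.0775), near the ‘CH8/9’ arrays. At 90 that separated ‘CH9’, however, replicate 2 lay at 0.115 towards ‘CH9’, against 0.650 and 0.448 in the ‘CH8/9’ arrays. At 6 with signal in ‘CH7’ at least 8-fold above the other parents, it lay at 0.617 towards ‘CH7’. The 2 ‘CH7/8’ arrays differed by 2-fold or more at 3388 probe sets, against 1314 for ‘CH7’ and 2973 for ‘CH8’. Without ‘CH7’ replicate 1 the count between the parents was 393, without ‘CH7’ replicate 2 it was 848, and without ‘CH8’ replicate 2 it was 827.

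**Figure D2:**
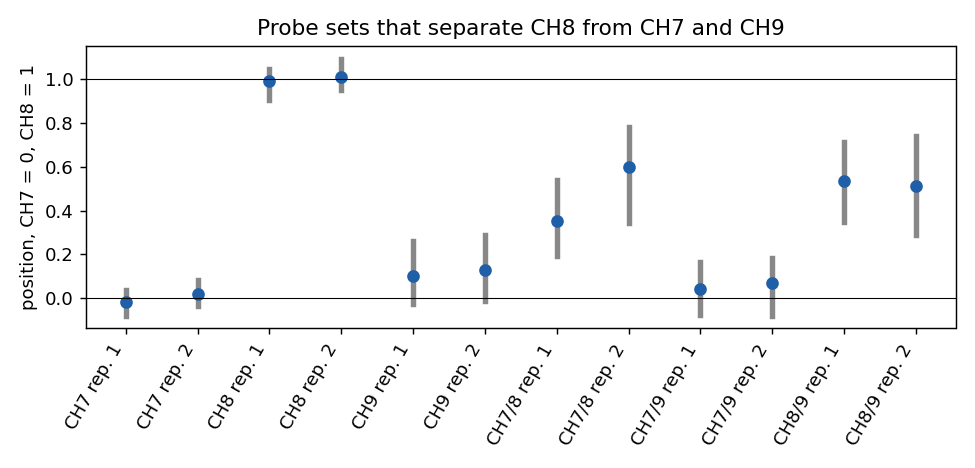
Position of each array (x axis) between the ‘CH7’ mean (0) and the ‘CH8’ mean (1) at 490 probe sets (y axis, no unit). Points are medians and grey bars span the quartiles over probe sets. Both ‘CH7/8’ arrays and both ‘CH8/9’ arrays lie between the lines for ‘CH7’ and ‘CH8’.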

With the information from NCBI and Uniport databases, we assigned putative functions to the regulated genes and grouped them into functional categories depending on their biological function. Genes whose products had no known putative function or whose function was not very clear were grouped as unclassified genes. Results indicated that genes with altered expression were involved in various important cellular processes including metabolism, growth and development, signal transduction, and defense-related functions. Moreover, we noticed that among those differentially expressed genes, genes encoding metabolic pathways were over-represented. 

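Cell cycle and histone genes, and cell wall and expansin genes, lay above the mean of the parents in ‘CH7/8’ with a preset correlation between genes, but neither call held with an estimated correlation. The cell cycle shift was present in ‘CH7/8’ replicate 2 alone. Most of these differences were small, and no single member was called. Cyclin *CYCD4-1* and the kinesin gene *KIN14H* had the largest log2 differences of the first list, at 1.60 and 1.25, with *KIN13B* at 1.14 and *KIN7J* at 1.10. The last 2 reversed without ‘CH7/8’ replicate 2, to −0.062 and −0.60. *CSLA1*, *CESA4*, *CESA9* and *BC1* led the second list, at 1.62, 1.58, 1.49 and 1.32. The mid-parent is a mean on the log2 scale, and a hybrid at the linear mean of unlike parents lies above it. Part of these differences can come from that scale, as the parents differed widely in *CESA4* and *CESA9*. Of 105 cell cycle and histone genes, 75 were above the mid-parent value (median 0.22, adjusted p = 0.00016 from limma's camera, 0.96 with an estimated correlation). Of 85 cell wall and expansin genes, 60 were above it (median 0.11, adjusted p = 0.0022 from camera, 0.14 with an estimated correlation). With fry, 0 lists passed. No member was called by limma, nor was any other of the 2746 genes with a name. At an unadjusted p under 0.05, 4 of the first list and 6 of the second were higher. When adjusted over the list alone, 1 cell cycle gene and 0 cell wall genes were called. Relative to the mean over all arrays, the cell cycle list had a median of −0.21 in ‘CH7/8’ replicate 1, as in ‘CH7’ (−0.18 and −0.24), and of 0.37 in ‘CH7/8’ replicate 2. Without ‘CH7/8’ replicate 2, the adjusted p was 0.18 for the cell cycle list, in the opposite direction, and 0.35 for the cell wall list. Against ‘CH7’ alone, the cell wall list was higher with the preset and with the estimated correlation (adjusted p = 8.6e-07 and 0.020 from camera), and 62 of 85 genes were above ‘CH7’. Of its genes, 4 were called over all genes and 7 when adjusted over the list alone. Between the parents, 64 of the 85 were above ‘CH7’ in ‘CH8’ (median 0.30), with 12 called higher and 1 lower. Against ‘CH8’, 40 were above and 45 below in the hybrid (median −0.01), so the shift was not particular to the hybrid. The 25 other lists did not pass in the comparison with the mid-parent, at adjusted p from 0.58 to 0.94. Those of senescence and chlorophyll breakdown, of phosphate starvation and of nitrogen assimilation had medians of −0.13, −0.13 and −0.05. Iron and zinc uptake, jasmonate and ethylene synthesis, heat shock and chaperones, ER stress, and redox and detoxification had medians of 0.04, −0.03, −0.05, −0.03 and −0.05. The root, flower and panicle, and endosperm marker lists had medians of −0.07, −0.09 and −0.02.

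**Figure D3:**
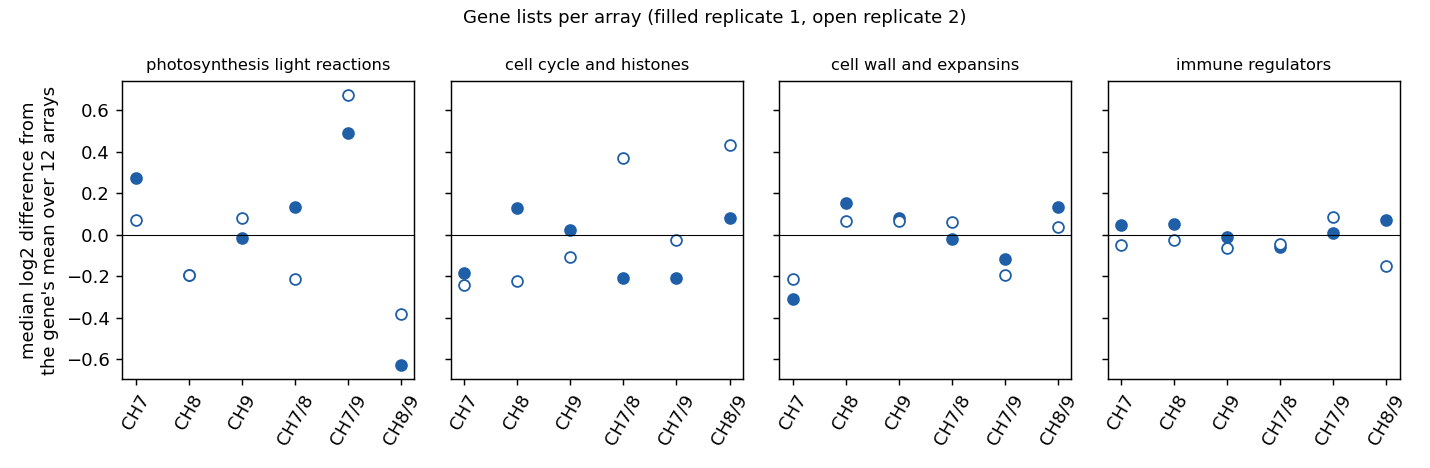
Median log2 difference of a list's genes from each gene's mean over 12 arrays (y axis), for each array of the lines on the x axis. Filled points are replicate 1 and open points replicate 2. In the cell cycle panel, ‘CH7/8’ replicate 1 lies at −0.21 and replicate 2 at 0.37.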

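No gene of the metabolic lists was called against ‘CH7’, a count too small to weigh. Genes of sucrose and starch metabolism, glycolysis and the TCA cycle, mitochondrial respiration, chlorophyll synthesis, nitrogen assimilation, phytoalexins and phenylpropanoids were all without a call. Of 2746 genes with a name, 11 were called against ‘CH7’. The 7 metabolic lists together, an assembly made after the values were seen, held 198 genes without repeats. Limma called 0 of them against ‘CH7’, where 0.793 would be called at the rate of all genes with a name, and least squares without eBayes called 0. At an unadjusted p under 0.05, 5 were higher and 9 lower. These are 7.07% of the metabolic genes, against 15.5% of all genes with a name (Fisher's exact test, p = 0.000325). The shares were 5.56% and 9.76% against ‘CH8’ (p = 0.0454) and 4.55% and 5.06% against the mid-parent (p = 0.867), by the same exact test. Between the parents they were 19.2% and 28.1% (exact p = 0.00311), so a low share was not particular to the hybrid. The test was chosen after the counts were seen and treats genes as independent. The lists leave out enzymes such as those of *BGLU28* and *GLU2*. Of the 85 cell wall and expansin genes, 4 were among the 11 (Fisher's exact test against the genes with a name, p = 0.00024). Between the parents, 12 of the 85 were called higher and 1 lower in ‘CH8’ (p = 0.0017 by the same exact test). This excess was therefore not particular to the hybrid either. Of 105 calcium signaling genes and of 105 cell cycle genes, 1 each was among the 11 called against ‘CH7’ (Fisher's exact test, p = 0.35 for either). Genes without a name belonged to no list, which limits these tests to a small part of the arrays.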

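No immune gene was called in ‘CH7/8’ against its parents, although a larger share of the pathogenesis-related genes than of all genes with a name differed from ‘CH7’ and from the mid-parent at an unadjusted p. The immune regulators *LSD1*, *CEBIP* and *LYP4* were above the mean of the parents and *EDR1-like* was below it, without a call. The differences went both ways, and the lists of pathogenesis-related proteins, immune regulators and resistance proteins did not pass as groups. The log2 difference from the mid-parent was 0.80 for *LSD1* (standard error 0.24), 0.69 for *CEBIP* (0.31), 0.61 for *LYP4* (0.49) and −0.77 for *EDR1-like* (0.37), each with an adjusted p of 1.00 from limma. Over the 52 genes of the lists, 24 were above and 28 below the mid-parent. No member was called by limma against the mid-parent, ‘CH7’ or ‘CH8’, and least squares without eBayes called 0 as well. Of all 2746 genes with a name, limma called 0, 11 and 1 in these comparisons, so the absence of calls says little. At an unadjusted p under 0.05, 4 were higher and 4 lower than the mid-parent, 5 higher and 9 lower than ‘CH7’, and 8 higher and 2 lower than ‘CH8’. These are 15.4%, 26.9% and 19.2% of the immune genes, against 5.06%, 15.5% and 9.76% of all genes with a name (Fisher's exact test, p = 0.00399, 0.0314 and 0.0305). Of the 16 pathogenesis-related genes, 5, 7 and 4 differed (exact p = 0.000859, 0.00659 and 0.0630). The immune regulators had 9.68%, 22.6% and 16.1% (exact p = 0.205, 0.313 and 0.220), and of 5 resistance genes 0, 0 and 1 differed. This test was chosen after the counts were seen and treats genes as independent. When adjusted over the list alone, 2 genes of pathogenesis-related proteins were lower than in ‘CH7’ and 1 resistance gene was lower than in ‘CH8’. Between the parents, *Cht11*, *Cht6* and *NH1* were lower in ‘CH8’ than in ‘CH7’, by log2 differences of −2.66, −1.07 and −1.49, and *Os8N3* was higher by 1.78 (adjusted p from limma 0.00485, 0.00745, 0.0135 and 0.0092). The camera test against the mid-parent gave an adjusted p of 0.94 for each of the immune lists. The median of pathogenesis-related proteins was −0.11, whereas camera pointed up. Without ‘CH7/8’ replicate 1 camera pointed down for this list, and without ‘CH7/8’ replicate 2 it pointed up, so the direction depended on the array. Changes of 2-fold were often missed at this number of arrays.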

Contrary to previous studies (Bomblies and Weigel, 2007; Chen *et al.*, 2014), immune-related genes were not found to be differentially expressed, indicating that the hybrid weakness reported in this study was not related to autoimmunity. 

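Photosynthesis genes were neither higher nor lower in ‘CH7/8’ as a group. Light-harvesting genes *LHCP*, *CAB1R* and *RCABP69* were above the mean of the parents and *FNR* was below it, with none called. Protein kinase, ubiquitin and secondary metabolism genes lay near the mean of the parents. The log2 differences from the mid-parent were 0.53 for *LHCP* (standard error 0.21), 0.48 for *CAB1R* (0.29), 0.37 for *RCABP69* (0.44) and −0.36 for *FNR* (0.25), each with an adjusted p of 1.00 from limma. Of 16 genes of the light reactions, 6 were above and 10 below the mid-parent, with a median of −0.05, while the mean of 0.01 and the camera test pointed up (adjusted p = 0.94). Of 19 genes of chlorophyll synthesis, 7 were above and 12 below (median −0.04, adjusted p = 0.92). Limma called 0 of the 39 photosynthesis genes against the mid-parent, with 2 higher and 0 lower at an unadjusted p under 0.05. Against ‘CH7’, 5 of the light reactions genes were above and 11 below (median −0.29). Against ‘CH8’, 9 were above and 7 below (median 0.17). No gene with a name, of 2746, was called against the mid-parent, so a count of 0 does not set a list apart. The light reactions list had a median of 0.13 in ‘CH7/8’ replicate 1 and −0.22 in ‘CH7/8’ replicate 2, relative to the mean over all arrays. Among 59 protein kinase genes, 26 were above and 33 below, and among 34 ubiquitin system genes, 16 were above and 18 below (adjusted p = 0.94 and 0.92). Limma called 0 of these 93 genes, and 2 were lower at an unadjusted p under 0.05. Against ‘CH7’, 39 of the 93 were above and 54 below, and against ‘CH8’ 52 and 41. Of 66 genes of secondary metabolism, 28 were above and 38 below, 0 were called by limma, and 3 were higher at an unadjusted p under 0.05. Against ‘CH7’, 30 of the 66 were above and 36 below, and against ‘CH8’ 33 and 33. The adjusted p was 0.94 for the phytoalexins and for the phenylpropanoids. Least squares without eBayes called 0 genes of these lists. The Calvin cycle list held 4 genes and was not tested.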

Differentially expressed genes involved in photosynthesis showed a high percentage of up-regulated expression, while differentially expressed genes involved in protein modifications and secondary metabolism exhibited a high proportion of down-regulated expression.

**Table 1.** List of differentially expressed genes in ‘CH7/8’ hybrid weakness F_1_ progeny

Annotation	Fold-change	Seq name	Unigene
Down-regulated genes			
Metabolism			
Thiosulfate sulfurtransferase	−3.0	chr6	*Os.10162*
Tubulin alpha-4A chain	−3.3	chr12	*Os.38240*
GDSL esterase/lipase	−3.5	chr5	*Os.7727*
Tryptophan N-hydroxylase 1	−4.9	chr4	*Os.18266*
Beta-glucosidase 16	−5.1	chr9	*Os.81365*
Phosphoribosylanthranilate transferase	−10.5	chr9	*Os.26406*
Cell growth/ development and other cellular processes			
Floral organ regulator 1 (FOR1)	−3.7	chr7	*Os.10733*
Cellular transportation/transportation			
Zinc transporter 5	−5.3	chr5	*Os.70563*
Phospholipid transfer protein precursor	−3.3	chr11	*Os.37890*
Cell defense and other cellular responses			
RING-H2 finger protein ATL80	−3.0	chr9	*Os.87833*
Secondary metabolites			
(−)-Germacrene D synthase-like	−5.3	chr4	*Os.11728*
*O*-Methyltransferase ZRP4-like	−6.1	chr9	*Os.53458*
Cell homeostasis			
Putative glutaredoxin-C12	−6.9	chr11	*Os.51468*
Unclassified or unknown proteins			
Unknown	−3.7	chr6	*XM_015787066.1*
Unknown	−5.7	chr4	*Os.87151*
Up-regulated genes			
Photosynthesis			
Cytochrome P450, family 78, subfamily A, polypeptide 7	19.7	chr10	*Os.46789*
Chlorophyll *a–b* binding protein 4	4.0	chr8	*Os.7890*
Cytosolic glutamine synthetase	7.6	chr3	*Os.12728*
Cell defense/rescue/responses			
Glutathione *S*-transferase	3.1	chr10	*Os.21842*
Cellular transportation/translocation			
Mitochondrial carnitine/acylcarnitine carrier-like protein	3.1	chr10	*Os.62649*
Translocon at the inner envelope membrane of chloroplasts 110	3.4	chr10	*Os.88107*
Transcription factor			
F-box protein PP2-B10-like	3.3	chr2	*Os.53262*
Unclassified or unknown proteins			
Unknown	3.8	chr12	*XM_015763550.1*
Unknown	3.1	chr9	*Os.55306*

Only those genes which show a fold-ratio greater than +3.0 or less than −3.0 are listed. The annotation identity is from BLAST.

## Discussion

### Genomic variations and intrasubspecific hybrid weakness in *japonica* rice

It is well known that the accumulation of genetic differences ultimately leads to reproductive isolation in plants (Widmer *et al.*, 2009; Baack *et al.*, 2015). As rice is a self-pollinated species, it is prone to accumulating mutations that can lead to genetic variations (Wright *et al.*, 2013). In rice, almost all kinds of reproductive isolation mechanisms reported so far in plants have been observed (Nadir *et al.*, 2018). Hybrid weakness is a common type of reproductive isolation mechanism that is frequently observed in hybrids between wild and cultivated rice or between *indica* and *japonica* rice (Ichitani *et al.* 2007, 2011; Kuboyama *et al.* 2009; Chen *et al.* 2013, 2014). Strong selection during the domestication process, mutation accumulation and adaptation to different environments are the key factors leading to the development of genetic differentiation and subsequently leading to hybrid incompatibilities between rice populations (Nadir *et al.*, 2018).

Some recent studies, including the current one, have reported that, in addition to interspecific and intersubspecific hybridization in rice, reproductive barriers in the form of hybrid weakness also exist between different lines of the same subspecies, *indica* or *japonica* (Zhang, 2012; Fu *et al.*, 2013). However, the exact understanding of the intrasubspecific or intervarietal hybrid weakness is still not very clear. In this study, the F_1_ generation clearly exhibited the hybrid weakness phenotype with its characteristic chlorotic phenotype, short stature, aberrant root formation, and markedly decreased tiller number (Figs 1, 2). Consistent with previous studies (Amemiya and Akemine, 1963; Chen *et al.*, 2013), the hybrid weakness symptoms became apparent at the seedling stage and became more obvious at tillering, indicating that hybrid weakness is expressed during plant development. Our results indicated abundant polymorphic sites (Supplementary Fig. S2; Supplementary Table S4) among the three *japonica* rice varieties, in the form of SNPs and InDels (Supplementary Fig. S1). We found that there was an uneven distribution of SNPs and InDels on the chromosomes. The DNA polymorphisms were mainly distributed in the intergenic, upstream, and downstream regions of genes. Fewer variants, resulting from InDels and SNPs, could be seen in protein-coding regions, splice junctions, and UTR regions. Non-coding regions that are highly conserved between species contain significantly fewer variants than other non-coding regions (Li *et al.*, 2015). These regions of the genes are mainly involved in the regulation of gene expression, so these changes might be involved in changes in gene expression. Similar results were previously reported for significant genetic polymorphism in the genomes of *indica* rice varieties RGD-7S and Taifeng B, whose F_1_ progeny exhibited the hybrid weakness phenotype (Fu *et al.*, 2016). Overall, these results indicated that the genetic backgrounds of these *japonica* rice varieties were very different and that they might have originated and evolved under very different conditions. This genome-level polymorphism might not complement one another when the two genomes are hybridized together, which probably leads to the defective development observed in the F_1_ progeny. The genome-wide polymorphism results obtained in this study will help further in designing InDel markers for further map-based cloning of hybrid weakness genes.

### Intrasubspecific hybrid weakness likely arose via an LTR retrotransposon

The results of the present study suggest that a *cis*-activation is caused by the insertion of an LTR retrotransposon in the promoter region of the *Hwc3* gene in ‘CH7’, which seems to enhance its expression in the F_1_ hybrid (Figs 3D, 4C). This was further supported by the genetic complementation tests, which showed that a 4-kb sequence of ‘CH7’, including the inserted LTR retrotransposon, the promoter, and the coding sequence of the *Hwc3* gene, could induce hybrid weakness in transgenic ‘CH8’ plants (Fig. 4B). The well-known explanation of the genetic basis of the evolution of hybrid incompatibilities comes from the Bateson–Dobzhansky–Muller (BDM) model, which states that hybrid incompatibility is due to negative interactions between at least two genetic loci (Johnson, 2008). However, many cases of hybrid incompatibility have been identified that showed other genetic basis for the evolution of hybrid incompatibilities, including chromosomal inversions, gene duplications, and gene transpositions. LTR retrotransposons are the most abundant class of transposons in plants (Wessler, 2006). Barbara McClintock noted that the activity of transposons can cause restructuring of the genome of hybrids. The involvement of a transposon or retrotransposon in inducing hybrid incompatibility has been previously reported in Arabidopsis and *Drosophila* (Blumenstiel and Hartl, 2005; Masly *et al.*, 2006; Josefsson *et al.*, 2006), although the transposon’s effects on hybrid fitness were not clear (Maheshwari and Barbash, 2011). Our study demonstrates that hybrid weakness in the present case is caused by a promoter on the LTR retrotransposon inducing gene expression at the *Hwc3* locus. The candidate *Hwc3* gene encoded an LRR protein (Supplementary Fig. S3), a type of protein that is mainly involved in protein–protein interactions. The *Hwc3* gene was found not to be expressed under normal conditions and the plants carrying this gene grew normally, which suggests that the gene has no apparent function and is a silenced gene. However, upon hybridization of ‘CH7’ with ‘CH8’, transcriptional activation occurred and the gene started to be expressed in the hybrid background, a finding that suggests that the ‘CH8’ genome contains some transcriptional factor that activates the gene expression in the F_1_ hybrid (Fig. 4C). Interactions between transcription factors and the promoter region of genes has been found to be an underlying mechanism of heterosis in rice F_1_ hybrids (Zhang *et al.*, 2008). Based on our current data, we hypothesize that the transcriptional activation of *Hwc3* by a transcriptional regulator, *Hwc1*, leads to hybrid weakness in *japonica* rice.

### Patterns and mechanisms of gene expression changes during hybrid weakness

To identify the candidate genes that play key roles in hybrid weakness in the intrasubspecific hybridization of *japonica* rice, we analysed differential gene expression profiling in the ‘CH7/8’ F_1_ hybrid at tillering by Affymetrix gene chip microarray. We found that the genes involved in the carbohydrate metabolism pathway had a higher proportion of down-regulated genes, while genes related to cellular defense, calcium signaling and secondary metabolism also tended to be down-regulated, as were genes related to protein biosynthesis and peptide transport (Supplementary Fig. S5; Table 1). 

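Carbohydrate genes went in both directions in ‘CH7/8’. The trehalose phosphatase gene *OsTPP4* and the sucrose synthase gene *OsSUS1* were above the mean of the parents, and the invertase gene *CIN1* and *OsSUS4* were below it, with none called. In calcium signaling, *CIPK33* was the only gene called, and it was higher than in ‘CH7’, with a mean between those of the parents. Ribosome and translation genes did not pass as a group, and lay mostly below ‘CH7’ and above ‘CH8’. The log2 difference from the mid-parent was 1.27 for *OsTPP4* (standard error 0.30, adjusted p = 0.88 from limma). It was 1.11 for *OsSUS1*, −1.06 for *CIN1* and −0.75 for *OsSUS4*, each with an adjusted p of 1.00. Of 58 genes of sucrose and starch metabolism, 35 were above and 23 below the mid-parent (median 0.05, adjusted p = 0.65 from camera). Limma called 0 of them, and 3 were higher and 2 lower at an unadjusted p under 0.05. Against ‘CH7’, 33 of the 58 were above and 25 below, and against ‘CH8’ 32 and 26. Of 105 calcium signaling genes, 45 were above and 60 below (median −0.04, adjusted p = 0.94), with 2 higher and 2 lower at an unadjusted p under 0.05 and 0 called by limma. Against ‘CH7’, 46 of the 105 were above and 59 below, and against ‘CH8’ 49 and 56. Of 41 ribosome and translation genes, 23 were above and 18 below (median 0.04, adjusted p = 0.94), with 0 called by limma and 2 lower at an unadjusted p under 0.05. Against ‘CH7’, 13 were above and 28 below (median −0.11), with 0 called and 6 lower at an unadjusted p under 0.05. Against ‘CH8’, 33 were above and 8 below (median 0.16), with 0 called and 3 higher and 3 lower at that p. Least squares without eBayes called 0 members of these lists against the mid-parent. Limma called no gene with a name, of 2746, in that comparison, so its counts of 0 there do not set the lists apart. Between the parents, *CIN1* and *OsSUS1* were higher in ‘CH8’ than in ‘CH7’, by 1.69 and 2.22, and *CIN4* was lower by −1.53 (adjusted p from limma 0.043, 0.035 and 0.033). Between the parents, the ribosome and translation list passed as lower in ‘CH8’ at the preset correlation alone (median −0.26, adjusted p = 0.037 from camera, 0.95 with an estimated correlation). This came mostly from ‘CH8’ replicate 2, with a median of −0.34 relative to the mean over all arrays, against 0.0019 in ‘CH8’ replicate 1 and 0.11 and 0.061 in ‘CH7’. Peptide transport genes had no name in the annotation used here and were not analysed here.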

Plant metabolism is highly coordinated with development as it influences the overall energy status of the plant (Creelman and Mullet, 1997; Ponnu *et al.*, 2011). Down-regulation of the genes associated with metabolism leads to drastic changes in the nutrient and energy balance of the plant and causes arrested growth and development (Ponnu *et al.*, 2011). The weakness phenotype of the F_1_ progeny observed in our study and the down-regulation of energy-metabolism-related genes might suggest that the observed phenotype could be due to the low energy status of the hybrids. 

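Genes of energy metabolism stayed near the mean of the parents in ‘CH7/8’. The glycolysis gene *GAPC2* was above it and *SCS-alpha*, of the TCA cycle, was below it. A pair of genes listed as *PDHE1-A* went in opposite directions. The log2 differences from the mid-parent were 0.44 for *GAPC2* (standard error 0.25), −0.26 for *SCS-alpha* (0.16), and 0.40 (0.57) and −0.33 (0.15) for the *PDHE1-A* genes, each with an adjusted p of 1.00 from limma. The first *PDHE1-A* value turned to −0.74 without ‘CH7/8’ replicate 2. Of 24 genes of glycolysis and the TCA cycle, 17 were above and 7 below the mid-parent (median 0.04, adjusted p = 0.92 from camera). Of 15 genes of mitochondrial respiration, 10 were above and 5 below (median 0.04, adjusted p = 0.94). The lists share genes and hold 31 in all. Against ‘CH7’, 20 of the 31 were above and 11 below (median 0.03), and against ‘CH8’ 12 and 19 (median −0.05). Limma called 0 of these 31 genes against the mid-parent, 0 had an unadjusted p under 0.05, and least squares without eBayes called 0. Limma called no gene with a name, of 2746, in that comparison, so its count does not set these genes apart. From lower expression of energy metabolism genes and the weak growth of the F_1_ plants, the paper proposes, with reserve, that low energy in the hybrids could account for the phenotype.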

Previously, carbohydrate metabolism-related genes were found to be up-regulated in heterotic rice hybrids (Zhang *et al.*, 2008; Wei *et al.*, 2009). Based on our data, we suggest that the weakness-associated phenotypic changes may result from quantitative differences in gene expression. The differences in gene expression pattern and gene expression level observed in our study might represent intravarietal expression polymorphisms. To dissect the complex mechanisms underlying heterosis, several researchers have attempted to identify genes leading to heterosis when species from different genetic backgrounds are crossed together (Guo *et al.*, 2004; Huang *et al.*, 2006; Zhu *et al.*, 2011). Changes in gene expression have been documented in hybrids of Arabidopsis (Andorf *et al.*, 2010; Fujimoto *et al.*, 2012; Shen *et al.*, 2012), *O. sativa* (Wei *et al.*, 2009; He *et al.*, 2010; Song *et al.*, 2010), *Zea mays* (Guo *et al.*, 2004; Stupar and Springer, 2006; Swanson-Wagner *et al.*, 2006; Lai *et al.*, 2010), and *Triticum* (Wang *et al.*, 2006). However, differential gene expression in relation to hybrid weakness had not been explored until this current study. The present study identified differentially expressed genes that represent a wide range of molecular functions. This will help to identify candidate hybrid weakness genes and to study their molecular mechanisms. As LRR-containing proteins are mainly involved in protein–protein interactions that regulate a variety of cellular functions, including cell cycle progression, signal transduction, and metabolic pathways, our results suggest that the expression of *Hwc3* might regulate the transcriptional functions of other proteins encoded by the differentially expressed genes in the ‘CH7/CH8’ F_1_ hybrid.

## Supplementary data

Supplementary data are available at *JXB* online.

Fig. S1. Proportions of InDels and SNPs in different gene regions of the *japonica* rice varieties ‘CH7’, ‘CH8’, and ‘CH9’.

Fig. S2. Sequence analysis at the *Hwc3* locus in ‘Nipponbare’, ‘CH7’, and ‘CH8’.

Fig. S3. The protein sequence of the candidate *Hwc3* gene product and its phylogeny.

Fig. S4. Protein homology of the *Hwc3* and *XA1* genes using the NCBI database.

Fig. S5. The differential gene expression patterns related to hybrid weakness.

Table S1. Primer sequences used in this study.

Table S2. Coverage of the reads mapping to the ‘Nipponbare’ reference genome from re-sequencing of the *japonica* rice varieties ‘CH7’, ‘CH8’, ‘CH9’, and ‘LiyuB’.

Table S3. Annotation of InDels identified in ‘CH7’, ‘CH8’ and ‘CH9’ and ‘LiyuB’ in comparison with ‘Nipponbare’.

Table S4. Annotation of SNPs identified in ‘CH7’, ‘CH8’ and ‘CH9’ and ‘LiyuB’ in comparison with ‘Nipponbare’.

Table S5. Bioinformatics analysis of the promoter structure of *Hwc*3.

Supplementary Figures S1-S5

Supplementary Tables S1-S5

## References

[CIT0001] AndorfS, SelbigJ, AltmannT, PoosK, Witucka-WallH, RepsilberD 2010 Enriched partial correlations in genome-wide gene expression profiles of hybrids (*A. thaliana*): a systems biological approach towards the molecular basis of heterosis. Theoretical and Applied Genetics120, 249–259.1992113910.1007/s00122-009-1214-z

[CIT0002] AmemiyaA, AkemineH 1963 Biochemical genetic studies on the root growth inhibiting complementary lethals in rice plant (Studies on the embryo culture in rice plant. 3). Bulletin of the National Institute of Agricultural Sciences (Japan)D10, 139–226 [in Japanese].

[CIT0003] BaackE, MeloMC, RiesebergLH, BarrientosDO 2015 The origins of reproductive isolation in plants. New Phytologist207, 968–984.2594430510.1111/nph.13424

[CIT0004] BombliesK, WeigelD 2007 Hybrid necrosis: autoimmunity as a potential gene-flow barrier in plant species. Nature Reviews Genetics8, 382–393.10.1038/nrg208217404584

[CIT0005] BlumenstielJP, HartlDL 2005 Evidence for maternally transmitted small interfering RNA in the repression of transposition in *Drosophila virilis*. Proceedings of the National Academy of Sciences, USA102, 15965–15970.10.1073/pnas.0508192102PMC127610616247000

[CIT0006] ChambeyronS, PopkovaA, Payen-GroschêneG, BrunC, LaouiniD, PelissonA, BuchetonA 2008 piRNA-mediated nuclear accumulation of retrotransposon transcripts in the *Drosophila* female germ line. Proceedings of the National Academy of Sciences, USA105, 14964–14969.10.1073/pnas.0805943105PMC256747618809914

[CIT0007] ChenC, ChenH, LinYS, et al 2014 A two-locus interaction causes interspecific hybrid weakness in rice. Nature Communications5, 3357.10.1038/ncomms4357PMC394805924556665

[CIT0008] ChenC, ChenH, ShanJX, ZhuMZ, ShiM, GaoJP, LinHX 2013 Genetic and physiological analysis of a novel type of interspecific hybrid weakness in rice. Molecular Plant6, 716–728.2322094110.1093/mp/sss146

[CIT0009] ChuY, OkaH 1972 Distribution and effects of genes causing F1 weakness in *Oryza breviligulata* and *O. glaberrima*. Genetics70, 163–173.1724855410.1093/genetics/70.1.163PMC1212718

[CIT0010] CingolaniP, PatelVM, CoonM, NguyenTL, RudenSJ, LuX 2012 Using *Drosophila melanogaster* as a model for genotoxic chemical mutational studies with a new program, SnpSift. Frontiers in Genetics3, 35.2243506910.3389/fgene.2012.00035PMC3304048

[CIT0011] CoyneJA, OrrHA 2004 Speciation. Sunderland, MA, USA: Sinauer Associates, Inc.

[CIT0012] CreelmanRA, MulletJE 1997 Oligosaccharins, brassinolides, and jasmonates: nontraditional regulators of plant growth, development, and gene expression. The Plant Cell9, 1211–1223.925493510.1105/tpc.9.7.1211PMC156992

[CIT0013] DoyleJJ, DoyleJL 1990 Isolation of plant DNA from fresh tissue. Focus12, 13–15.

[CIT0014] FuCY, LiuWG, LiuDL, LiJH, ZhuMS, LiaoYL, LiuZR, ZengXQ, WangF 2016 Genome-wide DNA polymorphism in the *indica* rice varieties RGD-7S and Taifeng B as revealed by whole genome re-sequencing. Genome59, 197–207.2692666610.1139/gen-2015-0101

[CIT0015] FuCY, WangF, SunBR, et al 2013 Genetic and cytological analysis of a novel type of low temperature-dependent intrasubspecific hybrid weakness in rice. PLoS ONE8, e73886.2402369310.1371/journal.pone.0073886PMC3758327

[CIT0016] FujimotoR, TaylorJM, ShirasawaS, PeacockWJ, DennisES 2012 Heterosis of *Arabidopsis* hybrids between C24 and Col is associated with increased photosynthesis capacity. Proceedings of the National Academy of Sciences, USA109, 7109–7114.10.1073/pnas.1204464109PMC334496222493265

[CIT0017] GuoM, RupeMA, ZinselmeierC, HabbenJ, BowenBA, SmithOS 2004 Allelic variation of gene expression in maize hybrids. The Plant Cell16, 1707–1716.1519481910.1105/tpc.022087PMC514155

[CIT0018] HannahMA, KrämerKM, GeffroyV, et al 2007 Hybrid weakness controlled by the dosage-dependent lethal (DL) gene system in common bean (*Phaseolus vulgaris*) is caused by a shoot-derived inhibitory signal leading to salicylic acid-associated root death. New Phytologist176, 537–549.1785025110.1111/j.1469-8137.2007.02215.x

[CIT0019] HatanoH, MizunoN, MatsudaR, ShitsukawaN, ParkP, TakumiS 2012 Dysfunction of mitotic cell division at shoot apices triggered severe growth abortion in interspecific hybrids between tetraploid wheat and *Aegilops tauschii*. New Phytologist194, 1143–1154.2243603310.1111/j.1469-8137.2012.04125.x

[CIT0020] HeG, ZhuX, EllingAA, et al 2010 Global epigenetic and transcriptional trends among two rice subspecies and their reciprocal hybrids. The Plant Cell22, 17–33.2008618810.1105/tpc.109.072041PMC2828707

[CIT0021] HuangY, ZhangL, ZhangJ, YuanD, XuC, LiX, ZhouD, WangS, ZhangQ 2006 Heterosis and polymorphisms of gene expression in an elite rice hybrid as revealed by a microarray analysis of 9198 unique ESTs. Plant Molecular Biology62, 579–591.1694122110.1007/s11103-006-9040-z

[CIT0022] IchitaniK, FukutaY, TauraS, SatoM 2001 Chromosomal location of *Hwc2*, one of the complementary hybrid weakness genes, in rice. Plant Breeding120, 523–525.

[CIT0023] IchitaniK, NamigoshiK, SatoM, TauraS, AokiM, MatsumotoY, SaitouT, MarubashiW, KuboyamaT 2007 Fine mapping and allelic dosage effect of *Hwc1*, a complementary hybrid weakness gene in rice. Theoretical and Applied Genetics114, 1407–1415.1737527910.1007/s00122-007-0526-0

[CIT0024] IchitaniK, TauraS, TezukaT, OkiyamaY, KuboyamaT 2011 Chromosomal location of *HWA1* and *HWA2*, complementary hybrid weakness genes in rice. Rice4, 29–38.

[CIT0025] JosefssonC, DilkesB, ComaiL 2006 Parent-dependent loss of gene silencing during interspecies hybridization. Current Biology16, 1322–1328.1682492010.1016/j.cub.2006.05.045

[CIT0026] JohnsonNA 2008 Hybrid incompatibility and speciation. Nature Education1, 20.

[CIT0027] KoideY, OnishiK, KanazawaA, SanoY 2008 Genetics of speciation in rice. In: HiranoH-Y, SanoY, HiraiA, SasakiT, eds. Rice biology in the genomics era. Berlin: Springer.

[CIT0028] KuboyamaT, SaitoT, MatsumotoT, WuJ, KanamoriH, TauraS, SatoM, MarubashiW, IchitaniK 2009 Fine mapping of *HWC2*, a complementary hybrid weakness gene, and haplotype analysis around the locus in rice. Rice2, 93–103.

[CIT0029] KirkpatrickM, BartonN 2006 Chromosome inversions, local adaptation and speciation. Genetics173, 419–434.1620421410.1534/genetics.105.047985PMC1461441

[CIT0030] LaiJ, LiR, XuX, et al 2010 Genome-wide patterns of genetic variation among elite maize inbred lines. Nature Genetics42, 1027–1030.2097244110.1038/ng.684

[CIT0031] LiD, ZengR, LiY, ZhaoM, ChaoJ, LiY, WangK, ZhuL, TianWM, LiangC 2015 Gene expression analysis and SNP/InDel discovery to investigate yield heterosis of two rubber tree F1 hybrids. Scientific Reports6, 24984.10.1038/srep24984PMC484295527108962

[CIT0032] LiH, DurbinR 2009 Fast and accurate short read alignment with Burrows-Wheeler transform. Bioinformatics25, 1754–1760.1945116810.1093/bioinformatics/btp324PMC2705234

[CIT0033] LynchM, ForceAG 2000 The origin of interspecific genomic incompatibility via gene duplication. The American Naturalist156, 590–605.10.1086/31699229592543

[CIT0034] MaheshwariS, BarbashDA 2011 The genetics of hybrid incompatibilities. Annual Review of Genetics45, 331–355.10.1146/annurev-genet-110410-13251421910629

[CIT0035] MaslyJP, JonesCD, NoorMA, LockeJ, OrrHA 2006 Gene transposition as a cause of hybrid sterility in *Drosophila*. Science313, 1448–1450.1696000910.1126/science.1128721

[CIT0036] NadirS, KhanS, ZhuQ, HenryD, WeiL, LeeDS, ChenLJ 2018 An overview on reproductive isolation in *Oryza sativa* complex. AoB Plants10, ply060.3053881110.1093/aobpla/ply060PMC6280023

[CIT0037] OkaHI 1957 Phylogenetic differentiation of cultivated rice. XV: Complementary lethal genes in rice. Japanese Journal of Genetics32, 83–87.

[CIT0038] OkunoK, FukuokaS 1999 Distribution and RFLP mapping of complementary genes causing hybrid breakdown in Asian cultivated rice, *Oryza sativa* L. JARQ33, 1–6.

[CIT0039] PonnuJ, WahlV, SchmidM 2011 Trehalose-6-phosphate: connecting plant metabolism and development. Frontiers in Plant Science2, 70.2263960610.3389/fpls.2011.00070PMC3355582

[CIT0040] RebolloR, RomanishMT, MagerDL 2012 Transposable elements: an abundant and natural source of regulatory sequences for host genes. Annual Review of Genetics46, 21–42.10.1146/annurev-genet-110711-15562122905872

[CIT0041] RiesebergLH, WillisJH 2007 Plant speciation. Science317, 910–914.1770293510.1126/science.1137729PMC2442920

[CIT0042] SongGS, ZhaiHL, PengYG, et al 2010 Comparative transcriptional profiling and preliminary study on heterosis mechanism of super-hybrid rice. Molecular Plant3, 1012–1025.2072947410.1093/mp/ssq046PMC2993235

[CIT0043] ShenH, HeH, LiJ, et al 2012 Genome-wide analysis of DNA methylation and gene expression changes in two *Arabidopsis* ecotypes and their reciprocal hybrids. The Plant Cell24, 875–892.2243802310.1105/tpc.111.094870PMC3336129

[CIT0044] StuparRM, SpringerNM 2006 *Cis*-transcriptional variation in maize inbred lines B73 and Mo17 leads to additive expression patterns in the F_1_ hybrid. Genetics173, 2199–2210.1670241410.1534/genetics.106.060699PMC1569691

[CIT0045] Swanson-WagnerRA, JiaY, DeCookR, BorsukLA, NettletonD, SchnablePS 2006 All possible modes of gene action are observed in a global comparison of gene expression in a maize F_1_ hybrid and its inbred parents. Proceedings of the National Academy of Science, USA103, 6805–6810.10.1073/pnas.0510430103PMC144759516641103

[CIT0046] WangJ, TianL, LeeHS, et al 2006 Genomewide nonadditive gene regulation in Arabidopsis allotetraploids. Genetics172, 507–517.1617250010.1534/genetics.105.047894PMC1456178

[CIT0047] WesslerSR 2006 Transposable elements and the evolution of eukaryotic genomes. Proceedings of the National Academy of Sciences, USA103, 17600–17601.10.1073/pnas.0607612103PMC169379217101965

[CIT0048] WidmerA, LexerC, CozzolinoS 2009 Evolution of reproductive isolation in plants. Heredity102, 31–38.1864838610.1038/hdy.2008.69

[CIT0049] WrightSI, KaliszS, SlotteT 2013 Evolutionary consequences of self-fertilization in plants. Proceedings of the Royal Society. Series B, Biological Sciences280, 20130–20133.10.1098/rspb.2013.0133PMC365245523595268

[CIT0050] WeiG, TaoY, LiuGZ, et al 2009 A transcriptomic analysis of super hybrid rice LYP9 and its parents. Proceedings of the National Academy of Sciences, USA106, 7695–7701.10.1073/pnas.0902340106PMC268308219372371

[CIT0051] WeiZF 2013 Cloning and variation analysis of the candidate genes conferring hybrid weakness in japonica rice (Oryza sativa L.). MS Thesis. Yunnan Agriculture University, Kunming, China.

[CIT0052] YangF 2005 Genetic characterization and molecular markers of hybrid weakness in rice. MS Thesis. Yunnan Agriculture University, Kunming, China.

[CIT0053] YuX, ZhaoZ, ZhengX, et al 2018 A selfish genetic element confers non-Mendelian inheritance in rice. Science360, 1130–1132.2988069110.1126/science.aar4279

[CIT0054] ZhangH 2012 Phenotypic characterization and molecular bases of hybrid weakness in japonica rice (Oryza sativa L.). PhD Thesis. Yunnan Agriculture University, Kunming, China.

[CIT0055] ZhangHY, HeH, ChenLB, et al 2008 A genome-wide transcription analysis reveals a close correlation of promoter INDEL polymorphism and heterotic gene expression in rice hybrids. Molecular Plant1, 720–731.1982557610.1093/mp/ssn022

[CIT0056] ZhuX, Ainijiang, ZhangY, GuoW, ZhangTZ 2011 Relationships between differential gene expression and heterosis in cotton hybrids developed from the foundation parent CRI-12 and its pedigree-derived lines. Plant Science180, 221–227.2142136410.1016/j.plantsci.2010.08.011

# Supplementary material for: A novel discovery of a long terminal repeat retrotransposon-induced hybrid weakness in rice
**Source:** J Exp Bot. 2018 Dec 20;70(4):1197–207. doi: 10.1093/jxb/ery442
**Supplement:** Supplementary Figures S1-S5

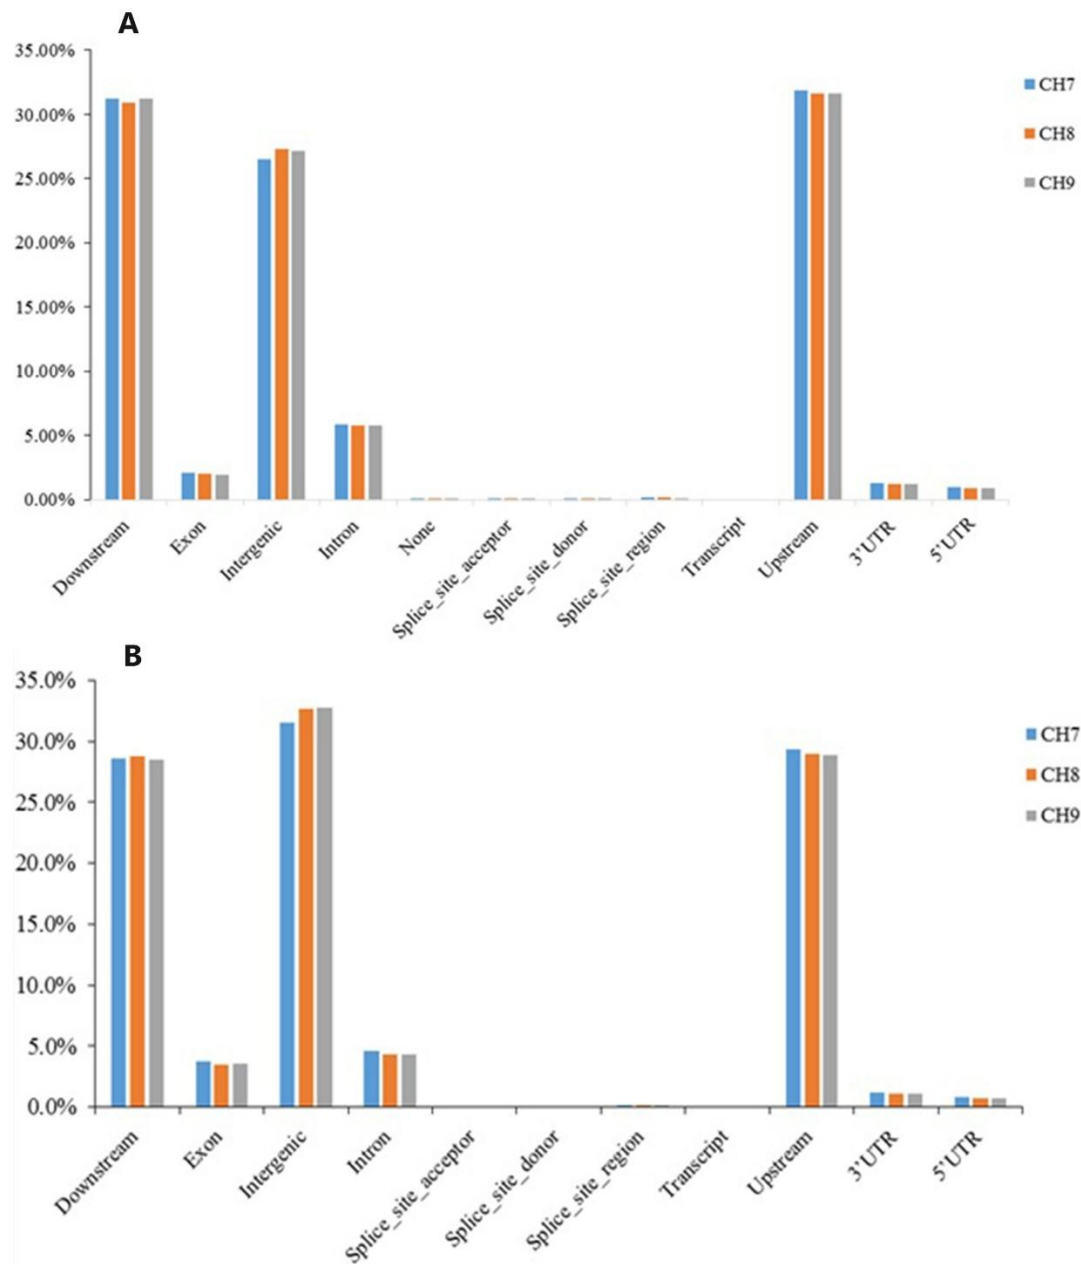

Fig. S1: Proportions of InDels (A) and SNPs (B) in different gene regions of the *japonica* rice varieties ‘CH7’, ‘CH8’ and ‘CH9’.

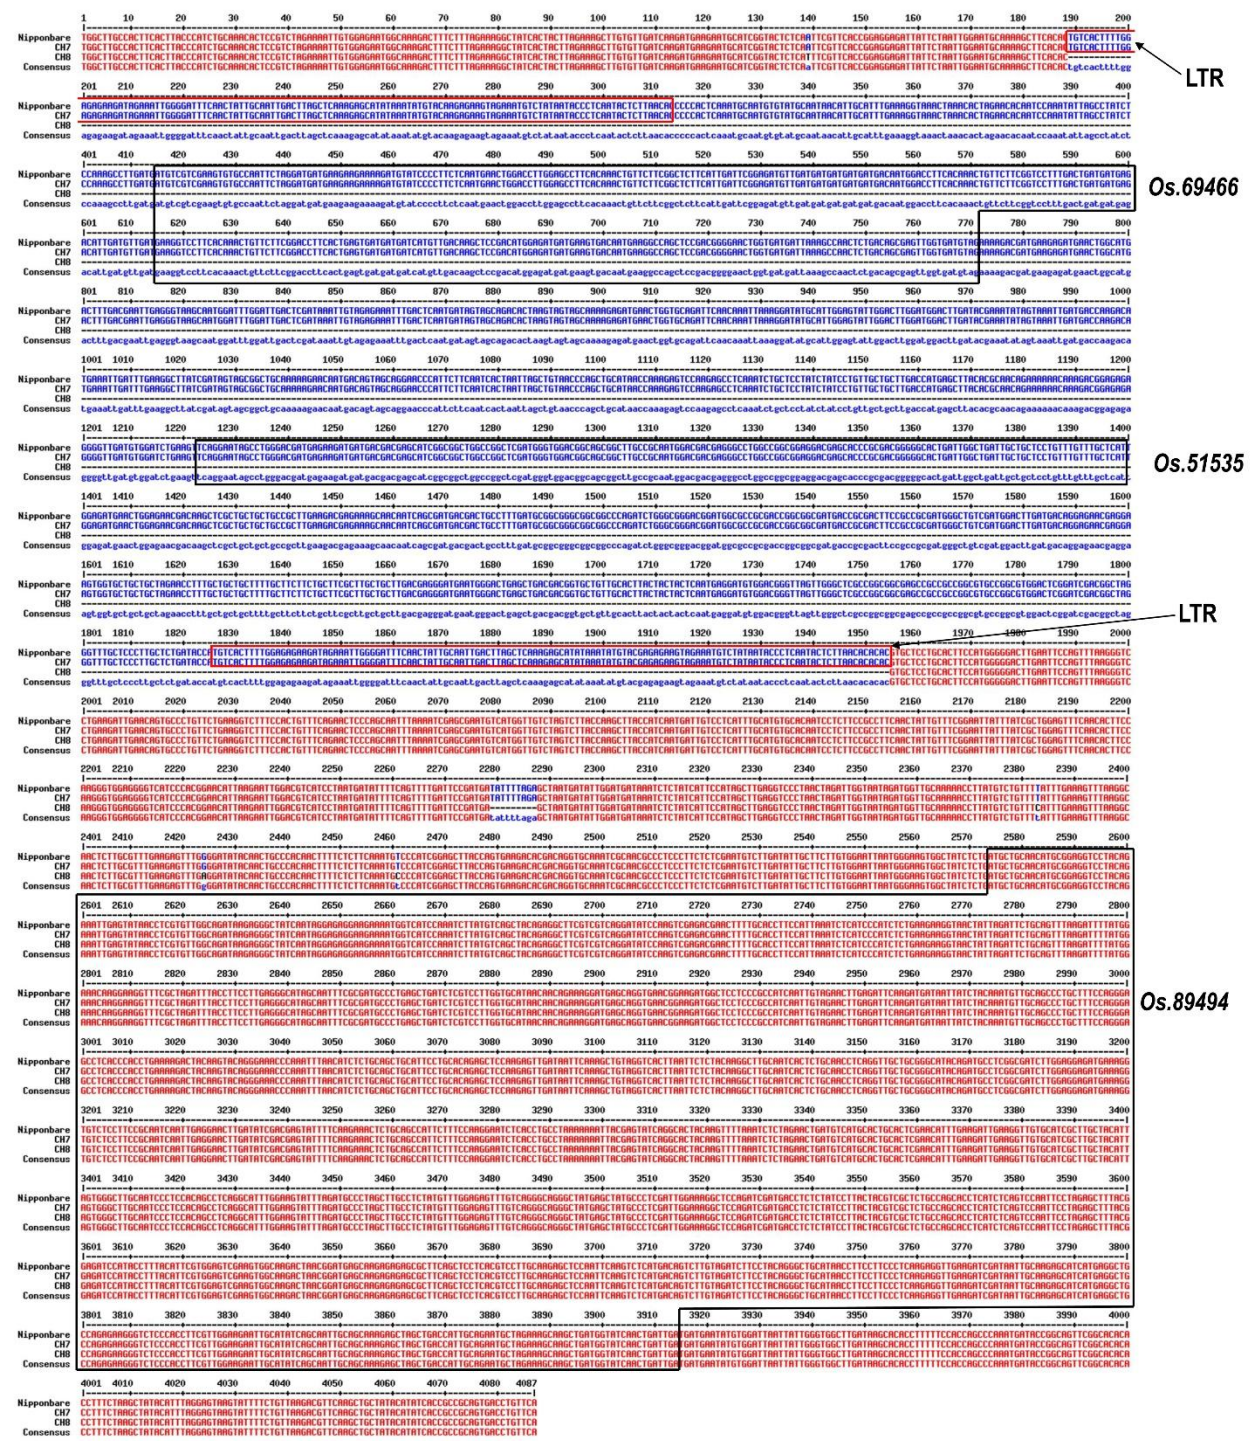

Fig. S2: Sequence analysis at *Hwc3* locus in 'Nipponbare', 'CH7' and 'CH8'.

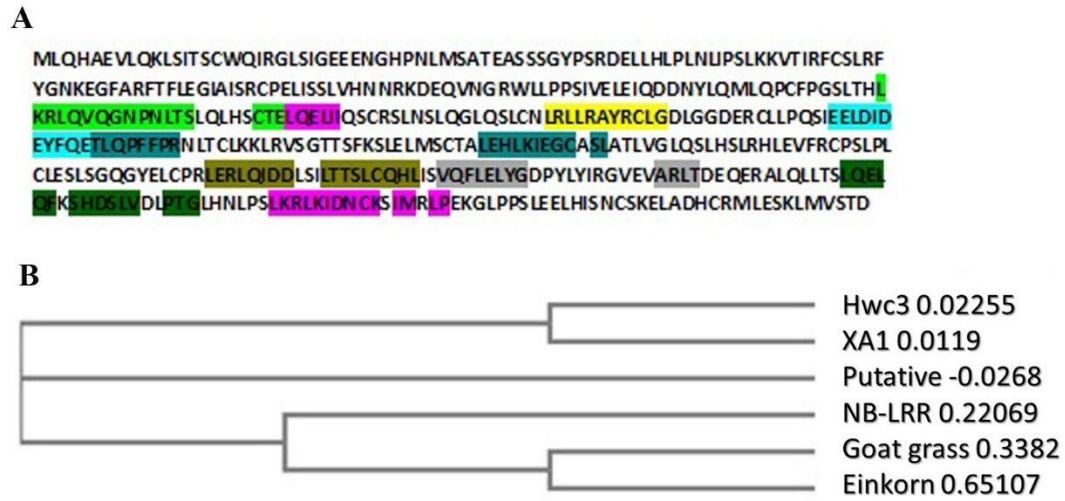

Fig. S3: The protein sequence of the candidate *Hwc3* gene product and its phylogeny.

(A) The protein encoded by *Hwc3*. Leucine-rich repeats are shown in colors. (B) Phylogenetic analysis of proteins encoded by *Hwc3* and other LRR-containing proteins.

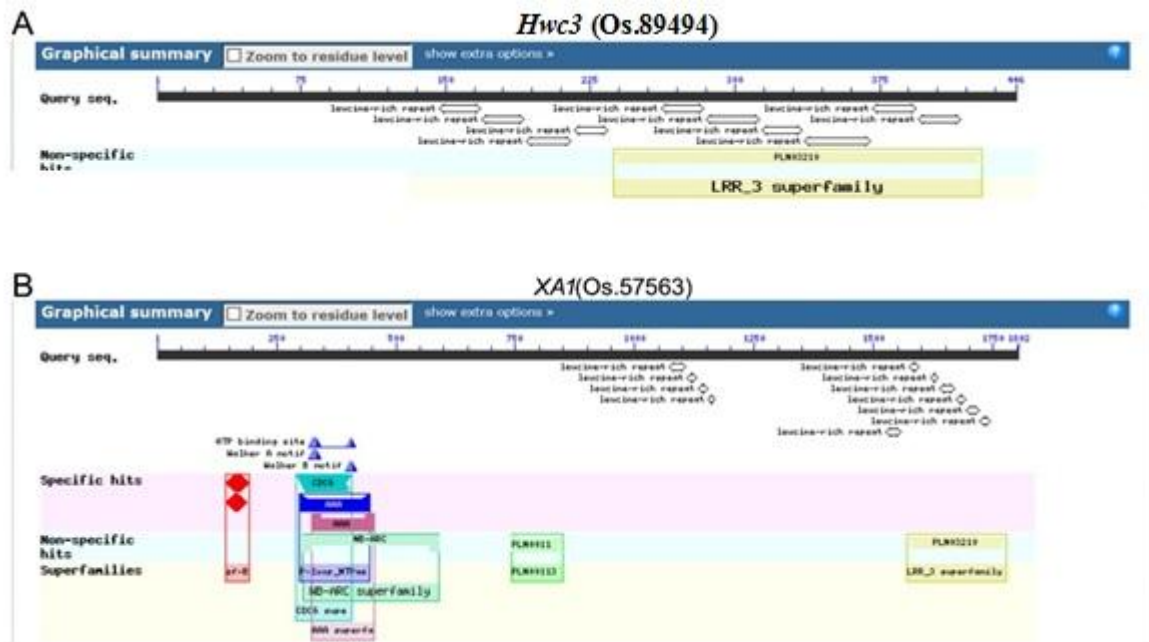

Fig. S4: Protein homology of *Hwc3* and *XA1* genes using the NCBI database

(A) The candidate gene *Hwc3* (Os.89494). (B) The rice blast resistance gene *XA1*. The leucine-rich repeats can be seen in the figure.

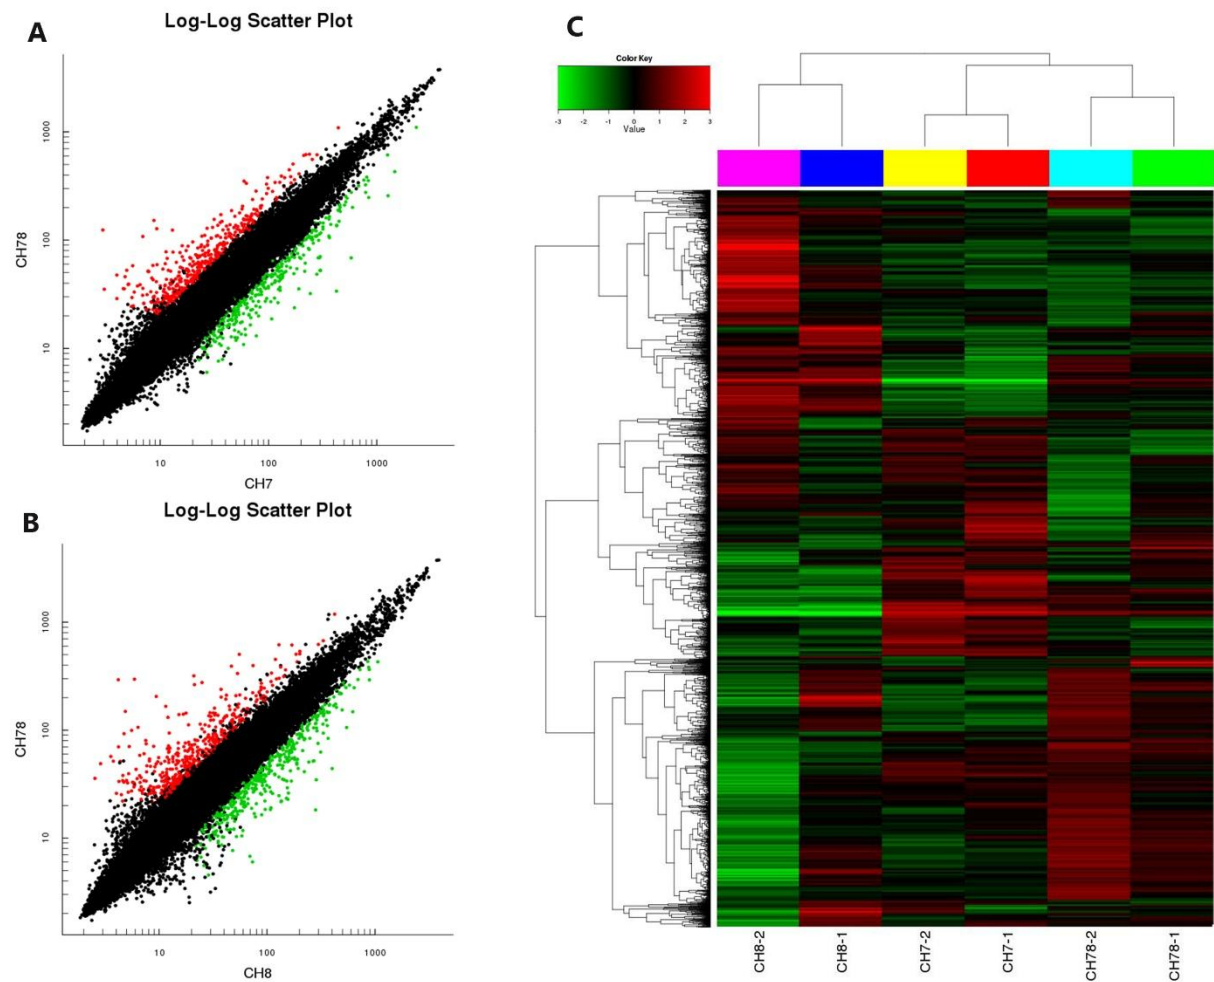

Fig. S5: The differential gene expression patterns related to hybrid weakness.

(A) Log-log scatter plots for gene expression comparison between ‘CH7’ and ‘CH7/8’. (B) Log-log scatter plots for gene expression comparison between ‘CH8’ and ‘CH7/8’. (C) Heat map of differential gene expression of ‘CH7’, ‘CH8’ and ‘CH7/8’ F₁ hybrid exhibiting hybrid weakness.

# Supplementary material for: A novel discovery of a long terminal repeat retrotransposon-induced hybrid weakness in rice
**Source:** J Exp Bot. 2018 Dec 20;70(4):1197–207. doi: 10.1093/jxb/ery442
**Supplement:** Supplementary Tables S1-S5

Table S1: Primer sequences used in this study.

Primer	Sequence
Os89494-F	TGGGCAAATGGGGTCTCGTCT
Os89494-R	GCGGTTGTACCATCCGGTGA
Os51535-F	CAAACCCTAGCCGTCGATCCG
Os51535-R	ACCCAGCTGCATAACCAAAGAGT
Os69466-F	ACTATTGCAATTGACTTAGCTCAAAGA
Os69466-R	AGTTCATCTCTTCATCGTCTTTTCT
β -ACTIN 1D-F	GTTTGAGACCTTCAACACCCCT
β -ACTIN 1D-R	CTGGTCTTGGCAGTCTCCATTT
<i>Hwc3a</i> -F	CACTTACCCATCTGCAAACACT
<i>Hwc3a</i> -R	TAGACAACCATGACATTCGCTC
<i>Hwc3b</i> -F	TGCATCGGTACTCTCAATTCGT
<i>Hwc3b</i> -R	ACTGCGGCGGTGATATGTATAG

Table S2: Coverage of the reads mapping to the ‘Nipponbare’ reference genome from re-sequencing of the *japonica* rice varieties ‘CH7’, ‘CH8’, ‘CH9’ and ‘LiyuB’.

Sample	Raw reads<br>numbers	Raw bases	Clean<br>reads<br>number	Clean bases	Clean<br>rate<br>(%)	Q20<br>(%)	Q30<br>(%)
CH7	129994250	19444009425	123792816	18515955908	95.23	97.72	93.82
CH8	149107224	22254685078	142658002	21290400360	95.67	97.82	94.06
CH9	131824382	19711183775	124915310	18677257160	94.76	97.68	93.88
LiyuB	138104722	20625558732	131997874	19712395423	95.58	97.74	93.98

Table S3: Annotation of InDels that were identified in ‘CH7’, ‘CH8’, ‘CH9’ and ‘LiyuB’ in comparison to ‘Nipponbare’.

	**CH7**	**CH8**	**CH9**	**LiyuB**
**Type**	**Count**	**Count**	**Count**	**Count**
Downstream	27026	47362	33205	28669
Exon	1846	2978	2161	1861
Intergenic	22917	41227	29306	24298
Intron	5102	8803	6230	5284
None	16	23	22	11
Splice_site_acceptor	15	28	18	15
Splice_site_donor	10	20	16	11
Splice_site_region	127	195	152	124
Transcript	-	3	2	-
Upstream	27567	47997	33995	28986
3’UTR	1134	1808	1294	1076
5’UTR	827	1317	946	847
**Total**	86587	151761	107347	91182

Table S4: Annotation of SNPs that were identified in ‘CH7’, ‘CH8’, ‘CH9’ and ‘LiyuB’ in comparison to ‘Nipponbare’.

	**CH7**	**CH8**	**CH9**	**LiyuB**
**Type**	**Count**	**Count**	**Count**	**Count**
Downstream	139445	251449	195190	136687
Exon	18500	30090	24641	17851
Intergenic	153747	285907	224598	151584
Intron	22491	37523	29491	20379
Splice_site_acceptor	23	33	23	24
Splice_site_donor	20	32	21	14
Splice_site_region	697	1098	889	669
Transcript	21	32	40	22
Upstream	143104	252924	197928	139025
3’UTR	5928	9355	7217	5376
5’UTR	3988	6224	5080	3678
**Total**	487964	874667	685118	475309

Table S5: Bioinformatics analysis of the promoter structure of *Hwc3*.

Site Name	Sequence	Function
Box 4	ATTAAT	part of a conserved DNA module involved in light responsiveness
CAAT-box	CAAAT<br>CAAT	common <i>cis</i> -acting element in promoter and enhancer regions
CAT-box	GCCACT	<i>cis</i> -acting regulatory element related to meristem expression
G-box	CACGAC	<i>cis</i> -acting regulatory element involved in light responsiveness
MBS	CAACTG	MYB binding site involved in drought-inducibility
Sp1	CC(G/A)CCC	light responsive element
TATA-box	TATA	core promoter element around -30 of transcription start
Unnamed_4	CTCC	Unknown

How the deposited data were processed for this re-analysis (not part of the article)

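Gene expression was measured on 12 Affymetrix GeneChip arrays of rice plants at tillering, 2 for each of the parents ‘CH7’, ‘CH8’ and ‘CH9’ and the F_1_ hybrids ‘CH7/8’, ‘CH7/9’ and ‘CH8/9’. The authors deposited 1 table of intensity values on a linear scale. The methods describe RMA with background subtraction and quantile normalization, and the submitters' notes name MAS5. Neither the version nor the log base of an intermediate step is given in the sources used here. The smallest value was 1.58, so log2 was taken without a pseudocount, and no further normalization was applied. Sample and replicate were taken from the labels. The paper states that each RNA came from an independent plant. The precision is limited by the number of arrays.

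Genes were named from the platform annotation and the RefSeq gene table. Of 54922 probe sets, 24080 had 1 gene, 95 had several and 30747 had no listed gene. No gene was named from a probe set with several. For gene lists, the probe set with the highest mean over the 12 arrays stood for a gene, which gave 23837 genes, of which 2746 had a name that is not a clone or locus code. Control probe sets could not be recognised by their numeric identifiers and stayed in the tests.

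Differences were fitted with limma 3.58.1 in R 4.3.3, with a mean per line over all 12 arrays, eBayes and Benjamini-Hochberg adjustment. Probe sets were called at an adjusted p of at most 0.05 and at least 2-fold. ‘CH7/8’ was compared with ‘CH7’, with ‘CH8’, with both in the same direction, and with the mid-parent, the mean of the parents on the log2 scale. ‘CH8’ was compared with ‘CH7’, and the hybrids with their parents. The fit was tested on simulated data with known changes. Gene lists were tested with camera at a preset correlation of 0.01 for lists of at least 5 measured genes, and 27 lists were tested. The lists were drawn up from locus codes and words of gene descriptions before the data were examined. Several, such as cell wall and expansins and calcium signaling, rested on words alone. The annotation holds neither the codes nor descriptions. The lists were therefore defined anew by gene symbols after the annotation was seen and before any expression value was seen. Fisher's exact test compared genes that were called, or had an unadjusted p under 0.05, with and without list membership.

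The rule for naming genes was set before the data were examined. It covered the entries of Table 1, the genes of Fig. 3 and actin where an identifier matched, the 10 highest and 10 lowest called against both parents in ‘CH7/8’, and the 5 highest and 5 lowest called with a name in ‘CH8’ against ‘CH7’ and in the other hybrids. It also covered up to 4 members of each list described. No probe set was called against both parents in ‘CH7/8’, so the genes named for ‘CH7/8’ against a single parent were chosen after their values were seen. The genes of Fig. 3 are not analysed here.

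Alternatives were quantile normalization, median centring, leaving out dim probe sets, pseudocounts of 1 and 50, fits on the lines compared, a mean-dependent spread, array weights, least squares without eBayes, SAM, other fold thresholds, the replicate number as a block, leaving out each array, and 1 probe set per named gene. For lists they were an estimated correlation, fry and the mean of a gene's probe sets. SAM, named in the methods, was run with all permutations of the arrays compared. With 2 arrays per line there are 6 permutations, which include the real labels and their mirror, so its q could not pass the threshold and its counts between lines say nothing about the differences.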

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

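The test of tissue or stage makeup was chosen after the arrays were compared. So was the regrouping of the lines. The tests of a mislabelled array and of neighbouring genes were set before their values were seen, although the correlations between arrays were known. The tests for ‘CH9’ and ‘CH7’ signal in the ‘CH7/8’ arrays were set last, before their own values were seen, and the second after those of the first.

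The paper reports ‘CH7/8’ and does not report the differences between the parents or the other hybrids. Limma called 2024 probe sets between ‘CH8’ and ‘CH7’, 206 between ‘CH9’ and ‘CH7’ and 322 between ‘CH9’ and ‘CH8’. Against at least 1 parent it called 42 probe sets in ‘CH7/9’ and 136 in ‘CH8/9’. Across the 3 hybrids against the 3 parents it called 5 probe sets, all higher on average over the hybrids. When the 12 arrays were fitted as 2 groups, the real grouping called 0 probe sets and the highest of the other splits called 21. With a real count of 0, all of the 100 splits give as many by construction, so they say nothing about the 5 probe sets, which came from the fit with a mean per line. In that fit the 6 lines make 10 splits into 3 and 3, too few for a share under 0.05. The real one called 5 and the highest other called 1074, which set ‘CH8’, ‘CH7/8’ and ‘CH8/9’ against ‘CH7’, ‘CH9’ and ‘CH7/9’ and so follows the ‘CH8’ genome. The 5 probe sets belong to *LOC9270219*, *LOC9269561*, *LOC9268719* and *LOC4350688*, and the fifth, 15902309, has no listed gene. At each of them a parent had almost no signal. The log2 intensity of *LOC9270219* was 8.81 in ‘CH7’, 2.07 in ‘CH8’ and 8.62 in ‘CH9’, and 7.99, 8.63 and 8.19 in ‘CH7/8’, ‘CH7/9’ and ‘CH8/9’. A hybrid at the linear mean of such parents lies above their mean on the log2 scale. The change was not alike in the hybrids, as the difference of each listed gene from its mid-parent also differed between hybrids.

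The difference between hybrids was tested itself, as the difference of their log2 differences from the mid-parent. Limma was used for probe sets, and camera at the preset correlation for lists. Limma called 5 probe sets higher and 2 lower in ‘CH7/8’ than in ‘CH7/9’. Among the higher were *LOC9270219* (2.64), *LOC9269561* (2.37), *LOC9268719* (1.88) and *KIN14H* (1.93). It called 1 lower in ‘CH7/8’ than in ‘CH8/9’, *LOC4350688* (−2.19). In ‘CH7/9’ 2 were lower than in ‘CH8/9’, with *LOC9270219* at −2.93. There were 5 lists that differed between ‘CH7/8’ and ‘CH7/9’, 5 between ‘CH7/8’ and ‘CH8/9’, and 7 between ‘CH7/9’ and ‘CH8/9’. Genes of the light reactions had a median difference from the mid-parent of −0.05 in ‘CH7/8’, 0.49 in ‘CH7/9’ and −0.34 in ‘CH8/9’, and chlorophyll synthesis genes of −0.04, 0.48 and −0.38. Between ‘CH7/9’ and ‘CH8/9’ these lists had an adjusted p of 4.23e-07 and 1.15e-07 from camera. The cell cycle list moved the other way (median −0.35, adjusted p = 0.000555), as between the ‘CH7/8’ arrays, so tissue or stage makeup was not separated from genotype here. With an estimated correlation between genes no list passed in any of these comparisons.

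The 2 ‘CH7/8’ arrays stood apart from each other, at r = 0.966 and 3388 probe sets 2-fold apart. A mislabelled array was tested at 490 probe sets that separate ‘CH8’ from ‘CH7’ and ‘CH9’. A ‘CH7’, ‘CH9’ or ‘CH8’ plant under a ‘CH7/8’ label would have a median position under 0.2 or over 0.8. The medians were 0.352 and 0.599, which argues against a wrong parental label on either array. ‘CH7/8’ replicate 2 correlated more closely with the ‘CH8/9’ arrays (r = 0.984 and 0.980) than with ‘CH7/8’ replicate 1, and the ‘CH8/9’ arrays had similar positions of 0.535 and 0.511. An exchange with a ‘CH8/9’ plant was therefore tested. At 90 probe sets that separate ‘CH9’ from ‘CH7’ and ‘CH8’, the median position towards ‘CH9’ was 0.0835 and 0.115 in the ‘CH7/8’ arrays, with an upper bootstrap bound of 0.160 for the second, against 0.650 and 0.448 in the ‘CH8/9’ arrays. At 562 probe sets that separate ‘CH7’ by 2-fold, however, ‘CH7/8’ replicate 2 lay at 0.0415 towards ‘CH7’, like the ‘CH8/9’ arrays (0.0458 and 0.125), and ‘CH7/8’ replicate 1 at 0.482. Probe sets with signal in 1 parent at least 8-fold above the other parents were also read. At the 6 with signal in ‘CH7’, the ‘CH7/8’ arrays lay at 0.736 and 0.617 (lower bootstrap bound 0.369) and the ‘CH8/9’ arrays at −0.00575 and 0.0319. At the 11 with signal in ‘CH9’, the ‘CH7/8’ arrays lay at −0.0103 and −0.0102 and the ‘CH8/9’ arrays at 0.820 and 0.847. The ‘CH9’ positions argue against an exchange with a ‘CH8/9’ plant. The 6 probe sets argue against a plant without the ‘CH7’ genome. They are few, the 562 point the other way for ‘CH7/8’ replicate 2, and how far either set depends on stage was not tested. A different tissue or stage makeup of the 2 plants may contribute. Replicate 2 was higher than replicate 1 for cell cycle and histone genes, by a median of 0.470, outside the middle 95% of random lists (−0.106 to 0.0765). It was lower for the light reactions, by a median of −0.450 against −0.272 to 0.222 for random lists. Root markers (−0.0588) and flower and panicle markers (−0.0688) stayed inside their ranges. ‘CH8’ had a cell cycle difference of −0.386 between its replicates. Tissue and stage cannot be separated from each other here, and no condition of the design separates the 2 plants, so no biological explanation was tested.

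The 490 probe sets that separate ‘CH8’ from ‘CH7’ and ‘CH9’ were also weighed. If stretches of the ‘CH8’ genome differ from the array's reference in sequence or copy number, the genes concerned may lie near each other. Of 317 genes, 66 had another member among the next 5 measured genes of the chromosome. Random draws gave a median of 40 and an upper bound of 56 for the middle 95% (permutation test, p = 0.0030). This is consistent with such stretches, and also with neighbouring genes of 1 family, or with shared regulation, which were not tested. The difference between the genotypes in gene regulation stays open.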

How the results depend on the processing

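The counts of called probe sets were 125 for ‘CH7/8’ against ‘CH7’, 58 against ‘CH8’, 0 against both parents, 170 against at least 1 parent, 2024 for ‘CH8’ against ‘CH7’, 1 for ‘CH7/9’ and 0 for ‘CH8/9’ against both parents, and 5 for the 3 hybrids. Quantile normalization, median centring, leaving out dim probe sets, a pseudocount of 1, a mean-dependent spread, array weights and no fold threshold kept each within 1.5 times. The exception was the ‘CH7/9’ probe set, which was lost (0) under each of these except a pseudocount of 1 and no fold threshold. ‘CH7/8’ against both parents stayed at 0 in every setting except that without ‘CH7/8’ replicate 2.

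A pseudocount of 50 gave 11, 7, 17 and 323 (‘CH7/8’ against ‘CH7’, ‘CH8’ and at least 1 parent, and ‘CH8’ against ‘CH7’) and 0 for the 3 hybrids and ‘CH7/9’, as it shrinks differences of dim probe sets. Least squares without eBayes gave 12, 10, 21 and 475, 1 for the 3 hybrids and 0 for ‘CH7/9’. Fits on the lines compared, with fewer arrays, gave 0, 0, 13 and 1171, and 0 for ‘CH7/9’. The 13 came from a fit of 3 lines and the values against a single parent from fits of 2. With 1 probe set per named gene, fewer genes were tested, and the counts were 11, 0, 11 and 208, and 0 for the 3 hybrids and ‘CH7/9’. At 3-fold they were 1123 for ‘CH8’ against ‘CH7’, 2 for the 3 hybrids and 0 for ‘CH7/9’. SAM gave 0 throughout. Between lines this is fixed by its 6 permutations, whereas the 3 hybrids had 924 permutations and a lowest q of 1.00.

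The replicate numbers do not pair the plants. Of 15 pairs of lines, 2 had correlated deviations over 0.1 (range −0.333 to 0.204). With the replicate block the counts were 93, 55, 139 and 1849, 3 for the 3 hybrids and 0 for ‘CH7/9’.

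Leaving out each array gave 21 to 1121 for ‘CH7/8’ against ‘CH7’ (lowest without ‘CH7’ replicate 1, highest without ‘CH7/8’ replicate 1; 26 without ‘CH7’ replicate 2, 78 without either ‘CH9’ array and 77 without either ‘CH8/9’ array). Against ‘CH8’ it gave 22 to 261 (without ‘CH7/8’ replicate 1 and ‘CH8’ replicate 1; 33 without ‘CH8’ replicate 2 and 136 without ‘CH7/8’ replicate 2). Against at least 1 parent it gave 60 to 1137 (without ‘CH7’ replicate 1 and ‘CH7/8’ replicate 1; 66 without ‘CH7’ replicate 2 and 366 without ‘CH8’ replicate 1), and against both 0 to 9. For ‘CH8’ against ‘CH7’ it gave 393 to 2533 (848 without ‘CH7’ replicate 2, 827 without ‘CH8’ replicate 2). For ‘CH7/9’ it gave 0 to 224 (highest without ‘CH7/9’ replicate 1), for ‘CH8/9’ 0 to 4, and for the 3 hybrids 2 to 26 (highest without ‘CH8’ replicate 1; 14 without ‘CH7/9’ replicate 1). A line left with 1 array is assumed to vary like the others. The causes were not tested.

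The 2 lists called in ‘CH7/8’ were 0 with an estimated correlation and 0 with fry. The same 2 passed under quantile normalization, without dim probe sets, on the lines compared, with array weights, with the replicate block and with the mean of a gene's probe sets. Without single arrays, 1 to 2 lists passed. Without ‘CH7/8’ replicate 2 neither of the 2 did, and the 1 list that passed was iron and zinc uptake (higher, adjusted p = 0.00149). There the cell cycle list reversed, and its adjusted p over the arrays left out ran from 7.5e-12 to 0.18. Of the Table 1 entries, 2 kept the paper's direction, 0 against ‘CH8’ alone, and 1 to 2 without single arrays. Matching by symbol, added after seeing the data, gave 2 as well. Leaving out both ‘CH7/9’ arrays, also added later, gave 113, 49, 151 and 1832.

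Of 94 values of named genes, 66 were called, and each of the 66 kept its direction in every setting run for single genes. These were quantile normalization, the replicate block, array weights, leaving out each array and the lines compared. The block, the weights, the lines compared and leaving out an array of another line leave the log2 difference unchanged by construction. The values were also chosen as at least 2-fold, so a kept direction is weak evidence. Among uncalled genes, leaving out single arrays reversed *FOR1* (−0.52 to 1.16), *ZIP5* (−0.13 to 0.23), *LOC9272107* (−0.86 to 0.46), 1 *PDHE1-A* gene (−0.74 to 1.54), *KIN13B* (−0.062 to 2.35) and *KIN7J* (−0.60 to 2.79). The signal of many probe sets was close to the lowest values, where log2 differences are least precise.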

Differences from the paper's values

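The paper reports 184 genes that differed in ‘CH7/8’ compared with either parent. Taken as both parents in the same direction, limma called 0 probe sets here, with 20 higher and 27 lower at 2-fold and an unadjusted p under 0.05. None of the alternatives set before the data were examined came within 1.5 times the paper's value, and the highest count was 9, without ‘CH7/8’ replicate 2. Taken as at least 1 parent, the count here was 170 probe sets, within 1.5 times the paper's 184. The units differ, as the paper counts genes. The 170 probe sets held 105 listed genes, which is not within 1.5 times. The count of probe sets depended on the setting. The count was 0 with SAM, where 2 arrays per line fix it, 13 on the lines compared, 17 with a pseudocount of 50, 21 without eBayes and 11 with 1 probe set per named gene. Without single arrays it ran from 60 to 1137. The q and fold thresholds were the paper's, and the test was limma in place of SAM.

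The paper reports 443 differentially expressed genes and its text does not name the comparison behind them. Against at least 1 parent, ‘CH7/8’ had 170 called probe sets here, with 105 listed genes. Of the alternatives set before the data were examined, leaving out ‘CH8’ replicate 1 came within 1.5 times of it, at 366. The others did not, and ranged from 0 with SAM to 1137 without ‘CH7/8’ replicate 1.

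The paper states that photosynthesis genes among those differentially expressed were mostly higher in the hybrid. The paper compares ‘CH7/8’ with its parents and names no mid-parent, so the measures differ. Here 0 of 39 photosynthesis genes were called by limma against the mid-parent, with 2 higher at an unadjusted p under 0.05, and 16 were above and 23 below. Against ‘CH7’ 16 were above and 23 below, and against ‘CH8’ 19 and 20. No gene with a name, of 2746, was called in that comparison, so counts of 0 against the mid-parent say nothing about a list. The paper states that carbohydrate metabolism genes were mostly lower. Here 0 of 58 were called against the mid-parent, with 3 higher and 2 lower at an unadjusted p under 0.05, and 35 were above and 23 below. Against ‘CH7’ 33 were above and 25 below, and against ‘CH8’ 32 and 26. It states that genes of metabolism were over-represented. At an unadjusted p under 0.05, 7.07% of 198 genes in the metabolic lists differed from ‘CH7’, against 15.5% of genes with a name (Fisher's exact test, p = 0.000325), by a test chosen after the counts were seen. Against the mid-parent the shares were 4.55% and 5.06% (p = 0.867 by the same exact test), and against ‘CH8’ 5.56% and 9.76% (p = 0.0454). Between the parents they were 19.2% and 28.1% (exact p = 0.00311), so the low share was not particular to the hybrid. The lists leave out enzymes such as *BGLU28*, which was called. The 0 called, where 0.793 would be called at the rate of genes with a name, does not bear on the statement. The paper states a tendency to lower expression in calcium signaling. Here 60 of 105 genes were below the mid-parent and 45 above (median −0.04), with 2 higher and 2 lower at an unadjusted p under 0.05. Against ‘CH7’ 59 were below and 46 above, and against ‘CH8’ 56 and 49. The only calcium signaling gene called, *CIPK33*, was higher than in ‘CH7’. Its mean in the hybrid lay between those of the parents, with ‘CH8’ higher still, so this call does not bear on the statement. The *FOR1* and *ZIP5* entries of Table 1 are lower in the paper, at −3.7 and −5.3. Here they had folds of 1.25 and 1.03 against the mid-parent, by a match made after the annotation was seen. Against ‘CH8’ alone, *FOR1* had −1.69, within the replicate SD of the paper's value, and no other alternative came within it. For *ZIP5* none did, and its intensity lay below the first quartile of the arrays of ‘CH7’, ‘CH8’ and ‘CH7/8’, so its fold carries little information. For immune genes, the paper states that none was differentially expressed, while its discussion describes a tendency to lower expression for cellular defense. At an unadjusted p under 0.05, 5 of 52 immune genes were higher and 9 lower here than in ‘CH7’. Against ‘CH8’ 8 were higher and 2 lower, and against the mid-parent 4 and 4. Limma called 0 of 52 here against ‘CH7’, where 0.208 would be called at the rate of genes with a name, so the count says little. At an unadjusted p under 0.05, 26.9% differed from ‘CH7’, 19.2% from ‘CH8’ and 15.4% from the mid-parent, against 15.5%, 9.76% and 5.06% of genes with a name. Of 16 pathogenesis-related genes 7, 4 and 5 differed, and of the immune regulators 22.6%, 16.1% and 9.68%.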

Other observations

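The test of additive expression was chosen after the counts were seen. A candidate explanation for the few probe sets beyond both parents is that the parental genomes each contribute their share in ‘CH7/8’. If so, the hybrid would lie midway between the parents on the linear scale. Over the 2024 probe sets called between ‘CH8’ and ‘CH7’, the median linear position of ‘CH7/8’ was 0.603 (bootstrap over probe sets, 95% interval 0.585 to 0.615), where 0 is ‘CH7’ and 1 is ‘CH8’. The bounds set for additive expression were 0.4 to 0.6. The interval spans the upper bound, so the test does not decide. The ‘CH7/8’ arrays also differ from each other, as their positions of 0.352 and 0.599 at the 490 probe sets show.

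Against the mid-parent, limma called 3 probe sets in ‘CH7/8’, all higher, of *LOC9270219*, *LOC9269561* and *LOC9268719*. Their log2 differences were 2.55, 2.19 and 1.72 (adjusted p = 0.0040, 0.0091 and 0.022). In ‘CH7/8’ their log2 intensities were 7.99, 7.98 and 6.80, near those of ‘CH7’ at 8.81, 8.36 and 7.69, and far above those of ‘CH8’ at 2.07, 3.23 and 2.48. A hybrid at the linear mean of such parents also lies above their mean on the log2 scale.

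In ‘CH7/9’, 1 probe set, of *LOC9267225*, was higher than in both parents, by log2 differences of 1.12 from ‘CH7’ and 1.15 from ‘CH9’ (adjusted p = 0.047 and 0.050 from limma). The call was lost (0) in every setting run other than a pseudocount of 1, no fold threshold and leaving out ‘CH7/9’ replicate 1. In the last of these, 224 probe sets were called. In ‘CH8/9’ there was 0, with 117 higher and 31 lower at 2-fold and an unadjusted p under 0.05.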
